# Enteric Bacterial Metabolites Propionic and Butyric Acid Modulate Gene Expression, Including CREB-Dependent Catecholaminergic Neurotransmission, in PC12 Cells - Possible Relevance to Autism Spectrum Disorders

**DOI:** 10.1371/journal.pone.0103740

**Published:** 2014-08-29

**Authors:** Bistra B. Nankova, Raj Agarwal, Derrick F. MacFabe, Edmund F. La Gamma

## Abstract

Alterations in gut microbiome composition have an emerging role in health and disease including brain function and behavior. Short chain fatty acids (SCFA) like propionic (PPA), and butyric acid (BA), which are present in diet and are fermentation products of many gastrointestinal bacteria, are showing increasing importance in host health, but also may be environmental contributors in neurodevelopmental disorders including autism spectrum disorders (ASD). Further to this we have shown SCFA administration to rodents over a variety of routes (intracerebroventricular, subcutaneous, intraperitoneal) or developmental time periods can elicit behavioral, electrophysiological, neuropathological and biochemical effects consistent with findings in ASD patients. SCFA are capable of altering host gene expression, partly due to their histone deacetylase inhibitor activity. We have previously shown BA can regulate tyrosine hydroxylase (TH) mRNA levels in a PC12 cell model. Since monoamine concentration is known to be elevated in the brain and blood of ASD patients and in many ASD animal models, we hypothesized that SCFA may directly influence brain monoaminergic pathways. When PC12 cells were transiently transfected with plasmids having a luciferase reporter gene under the control of the TH promoter, PPA was found to induce reporter gene activity over a wide concentration range. CREB transcription factor(s) was necessary for the transcriptional activation of TH gene by PPA. At lower concentrations PPA also caused accumulation of TH mRNA and protein, indicative of increased cell capacity to produce catecholamines. PPA and BA induced broad alterations in gene expression including neurotransmitter systems, neuronal cell adhesion molecules, inflammation, oxidative stress, lipid metabolism and mitochondrial function, all of which have been implicated in ASD. In conclusion, our data are consistent with a molecular mechanism through which gut related environmental signals such as increased levels of SCFA's can epigenetically modulate cell function further supporting their role as environmental contributors to ASD.

## Introduction

The gut microbiota - the diverse range of symbiotic gut bacteria and other microorganisms is involved in the regulation of multiple host metabolic pathways in both health and disease [1], [2]. There is increasing evidence this microbial ecosystem, which outnumber host cells 100 to one, act as a functional “organ”, playing a major regulatory role in gut–brain communication, brain function and even behavior [3], [4], [5], [6], [7]. The mutually beneficial relationship between the host and gut microorganisms arises in part from SCFAs which are produced from bacterial fermentation of some proteins and dietary fiber, the most abundant of which are acetate, BA and PPA [8]. These SCFA serve local functions in phenotypic reprogramming of colonic epithelial cells, as the principal energy substrate for epithelial cells, as tumor suppressor agents, in apoptotic cell death, and in gene regulation of anti-inflammatory processes both *in vitro* and *in vivo* [9], [10], [11], [12], [13], [14], [15].

The majority of SCFA are absorbed from the gut, transported via the portal vein and metabolized in the liver before reaching the systemic circulation. Thus, hepatic clearance was thought to impede achieving levels sufficiently high to affect systemic functions or metabolic and regulatory pathways. However, the distal colon bypasses the portal circulation enabling systemic access. Despite the difficulty in their measurement due to intracellular concentration and rapid metabolism, there is growing evidence that the potential systemic effects of SCFA (especially PPA and BA) on physiology and pathology may have been underestimated (rev. in [8], [3]).

SCFA have a number of direct effects on gastrointestinal physiology. Along with acetate and butyrate, PPA is known to reduce gastric motility and increase the frequency of contractions, presumably via a reflex that involves direct contact of these short chain fatty acids with the terminal ileum [16]. In addition, PPA increases contraction of colonic smooth muscle [17], dilates colonic arteries [18], activates mast cells [19] and increases the release of serotonin from gut enterochromaffin cells [20], [21]. In spite of the multiple beneficial effects of SCFA on host gastrointestinal activity, excessive quantities of PPA have been reported in gingival inflammation [22], acne [23], irritable bowel syndrome [24] and in the neurometabolic disorder propionic acidemia [25]. In this heterogeneous inborn error of metabolism, which may be underreported [26], accumulation of PPA is associated with developmental delay, seizure and extrapyramidal findings, often accompanied by gastrointestinal symptoms [25], [27], confirming that a homeostatic balance of SCFA may be necessary. Furthermore PPA and related SCFA have broad effects on nervous system physiology, including activation of specific G protein coupled receptors (GPCR), neurotransmitter synthesis and release, intracellular pH/calcium gating, mitochondrial function, lipid metabolism, immune function, gap junction gating and gene expression (see [3]).

Recent evidence suggests potential, but unproven, links between dietary, metabolic, immune, infective, and gastrointestinal factors and ASDs. Although inheritable factors, mostly implicated in synaptic transmission, have been traditionally studied in ASD [28], the fact that 1) known genetic factors thus far account for only 10–20% of cases, 2) there is less than 100% concordance in identical twins, and 3) there is a growing prevalence in the condition, collectively suggest an important role for environmental factors which act on the underlying genetic sensitivities [29]. In particular hospitalization, early infections and associated antibiotic exposure [30], which are risk factors for ASD, may alter the developing gut microbiome [2]. Increased mean levels of PPA in stool of ASD children have been shown [31] although contrasting findings were also reported in ASD participants with higher usage of probiotics and fish oil consumption [32]. Given that PPA is a key fermentation product of ASD-associated antibiotic resistant bacteria (*Clostridia*, *Bacteriodetes*, *Desulfovibrio*) [33] and modulates many ASD related biochemical processes, we have proposed that SCFAs represent a group of host microbiome metabolites that are plausibly linked to ASDs and can induce widespread effects on gut, brain, and behavior [3], [4].

Further to this, we [34], [35], [36], [37], [38], [39], [40] and others [41], [27], [42], [43], [44] have shown that short-term central nervous system (intracerebroventricular) and peripheral administration (intraperitoneal, subcutaneous or oral gavage) of PPA, and to a lesser extent, other SCFAs at various developmental time periods in rodents induce ASD-like abnormal motor movements, repetitive interests, electrographic changes, cognitive deficits, perseveration, and impaired social interactions. The brain tissue of PPA-treated rats also shows a number of ASD-linked neurochemical changes, including neurotransmitter alterations, innate neuroinflammation, increased oxidative stress, redox changes, glutathione depletion, and altered phospholipid/acylcarnitine profiles. This novel model also has shown predictive value for potential metabolic biomarkers in a large cohort of ASD patients [45].

One potential key mechanism where the metabolic products of an altered gut microbiome may contribute to ASD pathophysiology is via the alteration of gene expression associated with ASD mutations or ASD implicated genetic pathways [3], [46], [7]. Interestingly, PPA, related SCFA and their derivatives are known modulators of gene expression via their histone deacetylase inhibitor (HDACI) activity [47], [48], [49], [50], [51], [52], [53].

The rat pheochromocytoma (PC12) cell line is an extensively used *in vitro* cell system to examine molecular biological processes in neurobiology [54]. We have used this PC12 line to examine the effects of SCFA, principally BA, and their derivatives on gene expression [55], [56], [57], [58]. Of note, our results underscored at least 3 major mechanisms by which BA can regulate TH gene expression: i) modulation of gene transcription by chromatin remodeling, ii) b**y** activation of transcription factors via different signaling cascades (including Ca2+/cAMP mediated activation of CREB [59]) and involving induction of transcription via an upstream 5′ regulatory element (BRE; GCCTGG at −509 to −504 of the rat TH promoter [60] or iii) by affecting the stability of TH mRNA (e.g. via a butyrate response factor (BRF) acting at a 3′ untranslated AU-rich regions of mammalian mRNAs [61], [62], [63], [64]). Many of the affected genomic pathways are involved in catecholamine synthesis, which have been implicated in ASD [65], [66]. Moreover, CREB, a key factor in neurodevelopment, learning and memory [67], is a key determinant of catecholamine synthesis in PC12 cells, and shows increased CREB immunoreactivity in brains of PPA treated rats (our animal model of ASD, [35]). Furthermore, the anti-seizure/mood stabilizing drug valproic acid, a known prenatal risk factor for ASD, which produces an acceptable animal model for the condition, is structurally and pharmacologically similar to PPA, including HDACI properties [68], [69], [70] and produces similar effects as BA in PC12 cells [58].

Since most research on the effects of SCFA on gene expression is limited to BA and not PPA, in the present study we used rat PC12 cells as an *in vitro* system to extend our observations on the epigenetic effects of SCFA. Microarray technology was used to compare global changes in gene expression profiles following exposure to the structurally related SCFA PPA and BA. Furthermore, we sought to determine if the expression of these PPA dependent genes was related to canonical biological pathways implicated in ASD.

## Methods

### Cells/Transfection

PC12 cells ([71], rat pheochromocytoma of sympathoadrenal origin) were used as a model to delineate the molecular effects of propionate. They were cultured in DMEM media supplemented with 10% horse serum, 5% fetal bovine serum and antibiotics in a humidified atmosphere and 10% CO_2_ as described earlier [64]. Sodium propionate (Sigma, St. Louis, MO) was added at the indicated concentrations at nearly 50% confluence. To evaluate the effect of PPA on TH gene transcription we used a transient transfection approach. Briefly, plasmid constructs with a rat TH promoter (−773/+27 bp, [72] driving the expression of firefly luciferase reporter gene were electroporated into PC12 cells at 300 V and 500 µF with a total of 50 µg/plate of plasmid DNA (10^6^–10^7^ cells). Cells treated with SCFA continued to receive media supplemented with SCFA after electroporation. After incubation for an additional 24 hours, cells were harvested and crude cell lysates were prepared. Protein concentrations in total cell lysates were determined [73] and luciferase reporter gene activities were measured by luminometry as recommended by Promega (Madison, WI). All averages were made from at least six independent assays. The results were given as relative light units per second per microgram of total protein (RLU/s/µg). The luciferase activities were expressed as fold stimulation relative to cells co-transfected with the same constructs but not treated with SCFA. The values shown are means ± SEM from three experiments.

Wild type or dominant negative CREB expression vectors were purchased from BD Biosciences (Palo Alto, CA). All plasmid DNA constructs were purified by chromatography on Qiagen columns (Santa Clarita, CA).

### Isolation of RNA and Northern blot analysis

To compare the effects of structurally related SCFA on endogenous TH gene expression, PC12 cells were treated with low concentrations of SCFA (PPA, BA, and VPA) or with vehicle for 48 hours. Total RNA was isolated from individual petri dishes using RNazol according to the manufacturer's protocol (Tel-Test, Inc., Friends-Wood, TX). Northern blot analysis was performed as described previously [64]. After transfer to Gene Screen Plus membranes, the filters were hybridized consecutively to labeled rat cDNA probe for TH and a probe for 18S ribosomal RNA. Filters were washed under proper stringency and exposed for autoradiography, using Kodak Bio Max film (Rochester, NY). The autoradiographs were scanned and quantified by Bio-Rad Quantity One software and the abundance of TH mRNA was expressed relative to 18S ribosomal RNA levels. The results were presented as fold change compared with the control (vehicle treated) group on the same Northern blot.

### Microarrays

PC12 cells were treated with 1 mM PPA, 10 mM PPA, 1 mM BA, 6 mM BA or vehicle for 48 hrs. Total RNA samples from each experimental group were pooled together and after DNase treatment purified using RNeasy Mini Kit (Qiagen Sciences, MD) as recommended by Affymetrix. The cDNA synthesis and microarray analyses were performed at Keck Affymetrix GeneChip Resource at Yale, New Haven, CT (NIH Neuroscience Microarray Consortium). The chip data was analyzed using Affymetrix GeneChip Operating Software (GCOS) version 1.2.1. Genes showing altered expression with fold change values of ≥2.0 were exported for functional annotation to MetaCore by GeneGO, Inc. The expression levels of selected genes (TH, DBH, NPY, ChrA, PENK, and GTPCH) were validated through Northern blot analyses of the same RNA samples (Table 1). Raw and quantile-normalized microarray data and an associated project metadata file are available through the NCBI-GEO repository (GSE56516).

**Table 1:** Effect of PPA and BA on neurotransmitter related gene expression in PC12 cells.

Gene/fold change	1 mM BA	6 mM BA	1 mM PPA	10 mM PPA
**TH**	↑2.8±0.21	↓6.4±0.12	↑2.17±0.21	↓2.2±0.35
**DBH**	↑1.4±0.17	↓14.5±0.89	↑1.2±0.23	↓1.8±0.13
**NPY**	↑2.78±0.35	↑5.2±0.64	1.02±0.28	↑ 1.3±0.35
**ChrA**	↑1.8±0.15	↓3.0±0.48	↑1.15±0.11	↓0.85±0.12
**PENK**	↑4.65±0.39	↑2.46±0.22	↑2.7±0.25	↑1.95±0.25
**GTPCH**	1.02±0.09	0.98±0.15	↑1.45±0.23	↑2.67±0.27

PC12 cells were treated with 1 mM PPA, 10 mM PPA, 1 mM BA, 6 mM BA or vehicle for 48 hrs. Total RNA samples were isolated from individual petri dishes (n>6 per experimental group). Northern blot analysis was performed as described in Methods section, using probes specific for rat genes, encoding tyrosine hydroxylase (TH), dopamine beta-hydroxylase (DBH), neuropeptide Y (NPY), Chromogranin A (ChrA), pre-proenkephalin (PENK) and GTP cyclohydrolase (GTPCH). The results are presented as mean ± SEM value relative to the mRNA levels in control, vehicle treated cells. 18S rRNA was used as a house keeping gene for normalization of data.

### Western blot analysis

Total protein extracts were prepared from each petri dish of control (vehicle treated) and SCFA- treated PC12 cells for the indicated periods of time (see the figure legend). Proteins were separated on 10% SDS-PAGE, electroblotted onto a nitrocellulose membrane (BioRad; Hercules, CA) and incubated with TH antibody (1: 4000, Imgenex, San Diego, CA) overnight. After incubation with secondary antibody (Goat Anti-Rabbit IgG, from Pierce, Rockford IL; diluted 1: 40000) the immune reaction was visualized by enhanced chemiluminescent substrate from Pierce, utilizing a horseradish peroxidase label and Kodak XAR-5 film, as described by the manufacturer. To confirm equal loading, blots were re-probed with primary antibody for the house keeping protein β-actin (Monoclonal Anti-β-Actin antibody, Sigma, St. Louis, Mo). The blots were exposed to autoradiography and the x-ray films were scanned and quantified with Bio-Rad Quantity One software. The ratio TH/β-actin immunoreactivity were calculated for each sample and the results were presented as fold induction compared to the corresponding control group on the same Western blot.

### Statistical analysis

Data were expressed as mean ± SEM and normalized to the values in the control, taken as 1.0. Differences between the experimental groups from at least three independent experiments were evaluated by performing ANOVA followed by the Fisher's least significant difference test for experiments with more than two groups. A level of p≤0.05 was accepted as statistically significant.

## Results

### 1. PPA induces TH gene transcription in a CREB-dependant fashion

We have shown before [63], [64], [60], [58] that HDACI like BA and VPA can also activate transcription of the TH gene via upstream regulatory elements in PC12 cells. To test whether PPA has similar effects we performed transient transfection experiments following the same protocol. Briefly, plasmids carrying the luciferase reporter gene under the control of the rat TH promoter (−773/+27 bp) were electroporated into PC12 cells pre-treated for one day with vehicle or with SCFA. Reporter gene activity was measured in control and SCFA-treated culture samples 24 hours after transfection. PPA increased luciferase activity in a concentration-dependent manner consistent with activation of TH promoter (Figure 1A). Furthermore, introducing a single point mutation into the canonical CRE motif (a G-to-A alteration at position −41, mCRE) of the TH promoter caused more than 85% inhibition of the PPA-induced reporter gene activity. We had similar results obtained previously for BA and VPA [60], [58], suggesting involvement of Ca^2+/^cAMP-mediated signaling pathways in the transcriptional effects of structurally related SCFA.

**Figure 1:**
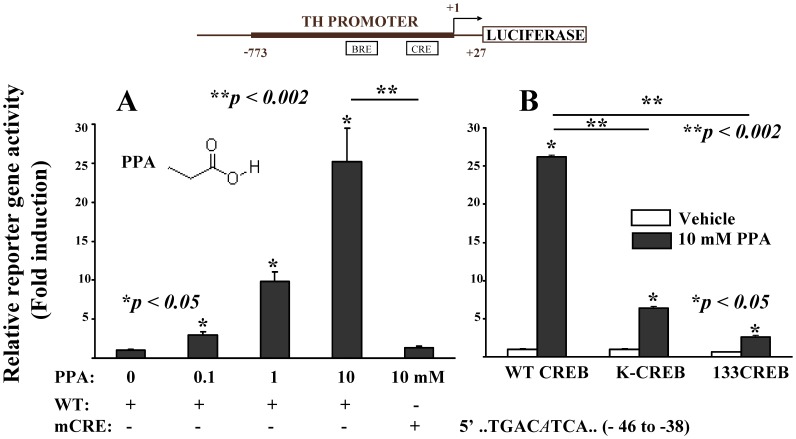
PPA activates the transcription of TH gene in CREB-dependant manner. Plasmid constructs with wild type (WT) rat TH promoter (−773/+27 bp) driving the expression of luciferase reporter gene or having a G-to A transition mutation in the CRE promoter element (mCRE) were electroporated in PC12 cells pre-treated for one day with increasing concentrations of PPA (0.1 to 10 mM, Fig. 1A)). The same doses of PPA were given immediately after electroporation for additional 24 hours, when changes in reporter gene activity were determined. In the second set of experiments (Figure 1B), PC12 cells were co-transfected with combination of wt TH promoter construct and plasmids expressing wild type or dominant negative CREB mutants (binding-defective K-CREB or phosphorylation-defective 133CREB). To half of the cultures, 10 mM PPA was given 1 day before and immediately after electroporation for additional 24 h (black bars). Controls received vehicle 24 hrs before and immediately after electroporation (open bars). The values shown are means ± SEM from three experiments. The luciferase activities (RLU/s/µg protein) are expressed as fold stimulation relative to control cells co-transfected with the same plasmids but not treated with PPA. *P<0.05 (PPA vs. vehicle treated; **P<0.002 (wt vs. mutant constructs).

To test this possibility, we also evaluated the role of the general transcription factor CREB in PPA-induced activation of TH gene promoter. In these experiments, PC12 cells were transiently transfected with plasmids carrying the luciferase reporter gene under the control of rat TH promoter in combination with either wild type CREB (positive control); dominant negative CREB expression vector(s) or unrelated DNA (pCMV-CAT expression vector) as we described before [56]. PPA was given one day before and immediately after the transfection. Over-expression of non-functional CREB mutants unable to bind to their cognate DNA enhancer (K-CREB) or to get transactivated in response to activation of different signaling cascades (133CREB) significantly reduced the PPA-triggered increases in reporter gene activity (Fig. 1B). These results indicate that CREB or a related protein(s) and signaling pathways converging on them are involved in mediating the transcriptional effects of PPA on the TH gene promoter.

### 2. PPA can alter steady state TH mRNA and TH protein levels

Our previous data revealed that exposure of PC12 cells to low concentrations of butyrate resulted in accumulation of endogenous TH mRNA (see [64], [63]). To compare the effect of structurally-related SCFA on TH mRNA levels, PC12 cells were treated 1 mM BA, 1 mM PPA or 0.1 mM VPA for 48 hours. All treatments resulted in a statistically significant increase in TH mRNA levels (Fig. 2A).

**Figure 2:**
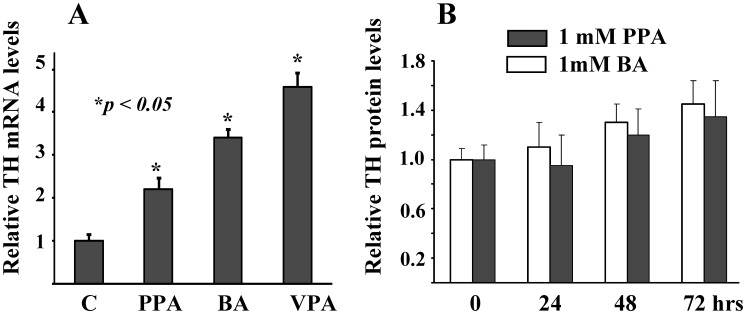
PPA induces accumulation of TH mRNA and TH protein in vitro. PC12 cells were treated with SCFA: propionic acid (PPA, 1 mM), butyric acid (BA, 1 mM) or valproic acid (VPA, 0.1 mM). At indicated times (48 hrs) total RNA or total cell lysates (0, 24, 48 and 72 hrs) were prepared and subjected to Northern (A) or Western blot analyses (B, PPA and BA). The data on Fig. 2A are presented as mean ± SEM value relative to the mRNA levels in control, vehicle treated cells. 18S rRNA was used as a house keeping gene for normalization of data. *P<0.05 SCFA vs. vehicle treated. For Western blotting (2B) cells were lysed after indicated incubation times and equal amounts of proteins were subjected to analyses using TH-specific antibody as described in Experimental procedures. Membranes were re-probed with β-actin specific antibody as loading control. The autoradiographs were analyzed by densitometry. Values are presented as the ratio of TH to that of beta-actin as fold difference from control, vehicle- treated cells. N = 6–8 independent samples per group, and the experiment was repeated twice with similar results [63].

To determine whether SCFA-induced alterations in steady state TH mRNA levels were reflected in changes in TH protein, we treated PC12 cells with 1 mM PPA or BA for 24, 48 and 72 hours. Controls received only vehicle. Exposure to SCFA resulted in gradual increases in the relative immunoreactive TH protein levels, suggesting that the capacity of the cells to produce catecholamines is elevated (Figure 2B).

### 3. Structurally related SCFA regulate similar genetic networks in PC12 cell model

To identify other potential cellular targets for SCFAs, we used microarray technology allowing genome-wide simultaneous measuring of changes in gene expression. 

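RNA of PC12 cells, a line from a rat pheochromocytoma of the adrenal medulla that makes catecholamines, was measured after 48 hours with 1 or 10 mM PPA, 1 or 6 mM BA, or vehicle. According to the labels, RNA of 6 dishes was pooled for each condition, and each pool was put on 1 Rat Genome 230 2.0 array. The 5 arrays therefore give no spread between replicates, so differences between conditions have no replicate check and no p-value. The authors made linear signal intensities with GCOS 1.2.1, which scales each array on its own, and deposited them for 31099 probe sets. The deposited intensities are not quantile-normalized, since their sorted values differ between arrays. Each signal was taken to log2, and the difference from the vehicle array was computed. A probe set was called changed at a difference of 2-fold or more where the brighter array reached a floor signal of 122, the median of all signals. A gene took the probe set with the highest mean, which gave 14217 genes, and the range over its probe sets is given where their signs differ. For a gene below the floor on 1 array, that signal was raised to the floor, and the fold is given as at least that size. The array with 6 mM BA was run on an earlier date than the other 4, and the authors' deposited table for it uses another control array. The headers date that comparison to the same month as the 6 mM BA array and do not give the control's own date. Log2 ratios of that table, made from paired probes, are given for some genes beside the differences from the vehicle array. The medians of the differences over all probe sets were 0.14 with 6 mM BA, 0.09 with 10 mM PPA, -0.01 with 1 mM PPA and -0.02 with 1 mM BA.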

PC12 cells were exposed to SCFA (1 mM BA, 6 mM BA, 1 mM PPA and 10 mM PPA), or vehicle for 48 hours. Total RNA was isolated and subjected to microarray analysis using Affymetrix GeneChip Rat Genome 230 2.0 microarray as described in Methods. Data was ranked according to significant up-regulation or down-regulation of twofold or more in SCFA-treated groups compared to their respective control groups (*P<0.05).

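With 1 mM PPA, 53 genes rose at least 2-fold and 4 fell. Some rose from a dim signal, such as Sapcd1, which rose at least 1.56-fold from 23.3 with vehicle to 191. Among brighter genes, Ccnd1, the cyclin D1 that drives entry into the cell cycle, rose 2.19-fold from a signal of 1696 to 3714, and Serpinf1 rose 2.49-fold. Mt3, a metallothionein that binds zinc and copper, rose 2.81-fold. The 4 genes that fell were Ptn, the growth factor pleiotrophin, with signals of 858 and 406, Acyp2, which fell at least 2.06-fold, Rpusd1, with a log2 difference of -1.01, and Cep290, with signals of 162 and 81.1. Of the changed probe sets, 73 were higher (71.6%) and 29 lower. With the arrays scaled to their spike-ins 60.9% were higher, and with the array software's change call as well as the fold 33 probe sets passed. At 2-fold 55 probe sets were higher and 34 lower in the authors' deposited table.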

Only few affected genes (79) fit the criteria when cells were treated with low dose of 1 mM PPA. 

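With 10 mM PPA, 626 genes rose and 575 fell. Some of the genes that rose are hardly expressed with vehicle, such as Tmem91, which went from a signal of 10.9 to 359, at least 2.94-fold, and RGD1562890, from 1.92 to 182. Abi3bp, a protein of the extracellular matrix, rose at least 20.4-fold to a signal of 2498. Ska1, part of the complex that ties kinetochores to microtubules, fell at least 6.21-fold from 759. Xkr5 fell at least 4.11-fold. In probe sets, 1093 were higher (55.6%) and 872 lower. With each array centred on its median 38.1% were higher, and 1222 were higher and 904 lower in the authors' deposited table. The ratio of the 3′ to the 5′ beta-actin probe sets, which grows as RNA is degraded, was 1.57 on this array and 1.31 on the vehicle array, while that of GAPDH was 1.09 and 1.13.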

The expression of a significantly higher number of genes was altered following exposure to 10 mM PPA (1587). At both doses, BA was more effective than PPA as it was evident by the number of differentially expressed transcripts and correlated with the higher potency of BA to induce histone hyperacetylation and alter global gene expression. For example, a total of 421 genes were significantly altered following treatment with 1 mM BA, and 3148 for 6 mM BA group. 

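PPA and BA differ by a single carbon in the chain, and 1 mM is the dose at which both were measured. At 1 mM the count of changed probe sets was 102 with PPA and 73 with BA. This order was not stable: with the array software's change call as well as the fold the counts were 33 and 39. With dim signals raised to the floor they were 32 and 31. Genes that stood apart between the acids at this dose include Rgs5, a regulator of G protein signaling, with signals of 58.0 with PPA and 323 with BA. S100a5, a calcium-binding protein, had 210 with PPA and 497 with BA, and Casp6, a caspase, had 136 and 41.2. Tceal5 was higher with PPA, at 158 against 57.3 with BA. Set directly against each other, the 1 mM arrays differed by 2-fold or more in 57 probe sets, 24 higher with BA and 33 higher with PPA. In genes this was 33, 12 higher with BA and 21 higher with PPA. Simulated unchanged arrays, with the noise of 1 mM PPA against vehicle, differed from their control by 2-fold or more in 10 to 33 genes. The number between the acids can therefore not be told apart from noise, nor can the genes named here. The median direct difference over all probe sets was -0.01, with a robust SD of 0.36. At the high doses, which are not matched, 4141 probe sets changed with 6 mM BA and 1965 with 10 mM PPA. The numbers in the authors' deposited tables, at 2-fold and with the change call, were 114 with 1 mM BA and 89 with 1 mM PPA, and 4306 with 6 mM BA and 2126 with 10 mM PPA. From the numbers of transcripts, the paper concludes that BA is the more effective acid at both doses and relates this to its higher potency in histone hyperacetylation.

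**Figure D1:**
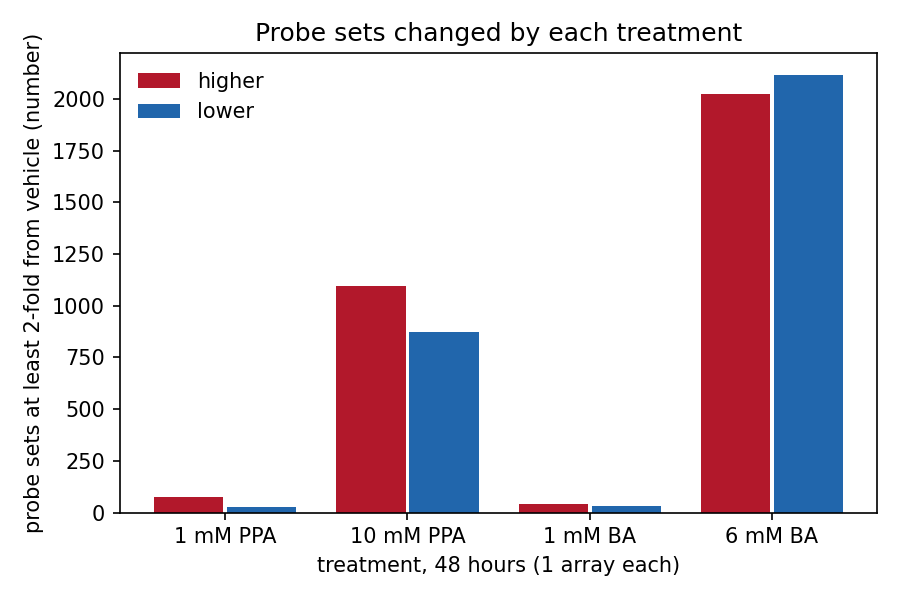
Probe sets at least 2-fold higher or lower than on the vehicle array, counted on the y axis for the 4 treated arrays on the x axis. The bars of the 1 mM doses stand at 102 or less, and those of 10 mM PPA and 6 mM BA sum to 1965 and 4141.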

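With 1 mM BA, 33 genes rose and 8 fell. Apoc1, an apolipoprotein, rose at least 4.84-fold to a signal of 592, S100a5 rose at least 4.07-fold and Rgs5 at least 2.64-fold. Rcor2, a partner of histone demethylases, fell with a log2 difference of -1.30, and Tmem150a with -1.02. With 6 mM BA, 1028 genes rose and 1336 fell. Crybb2, a crystallin, rose at least 20.2-fold to a signal of 2469, and Arxes1 rose at least 5.53-fold. G0s2, which inhibits the lipase of fat droplets, fell at least 50.1-fold, Tmem255b at least 44.4-fold and the kinesin Kif18b at least 12.8-fold. In probe sets, 43 were higher (58.9%) and 30 lower at 1 mM, and 2025 were higher (48.9%) and 2116 lower at 6 mM. With the change call at 2-fold, 40 were higher and 74 lower at 1 mM, the opposite balance, and 2268 higher and 2038 lower at 6 mM in the authors' deposited tables. When the change call was asked of the signals as well as the fold, 39 probe sets passed at 1 mM, 24 higher and 15 lower. Of the 2364 genes called with 6 mM BA, 2115 have a change call in the authors' deposited table with its other control array. Of these, 2114 went in the same direction, 1754 of them at 2-fold or more. Both comparisons use the same 6 mM BA array, so this is no independent check of that array. Scaled to the spike-ins, 44.3% of the changed probe sets were higher at 1 mM and 29.3% at 6 mM, and with arrays centred 69.3% at 1 mM. The spike-ins were brighter by 0.24 on the 6 mM BA array, and its 3′ to 5′ ratio was 1.75 for beta-actin and 1.08 for GAPDH, against 1.31 and 1.13 with vehicle.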

We report here the results from MetaCore enrichment analysis performed for 10 mM PA and 6 mM BA groups.

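With 6 mM BA 1416 genes passed the 2-fold threshold that did not pass it with 10 mM PPA, and 253 genes passed it with PPA and not with BA. Of the first kind, Plagl1, a zinc finger protein that arrests growth, rose at least 1.88-fold with BA, with no change call in the authors' deposited table, and Tex15, a gene of germ cell meiosis, rose to a signal of 181, with 3.41 for PPA. Hk2, a hexokinase of glycolysis, fell at least 5.29-fold with BA and had a log2 difference of 0.19 with PPA. Nrn1, the secreted protein neuritin, fell 6.35-fold with BA and had -0.89 with PPA. Of the second kind, Nefm, a neurofilament subunit, rose 2.90-fold with PPA and had 0.19 with BA. Stard4, which carries cholesterol, rose 2.11-fold with PPA and had 0.00 with BA over probe sets from -0.32 to 0.07. Set directly against each other, the high-dose arrays differed by 2-fold or more in 845 genes, 239 higher and 606 lower with BA. The doses are not matched and the 6 mM BA array is of another date. With the authors' deposited tables, where each acid has its own control array, the genes changed by 6 mM BA alone numbered 1551 and the genes changed by 10 mM PPA alone 315.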

Comparison analysis revealed 1599 differentially expressed genes unique for the BA experimental group and 355 for the PPA group. 

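At the high doses 948 genes passed the threshold with both PPA and BA, and 945 of these moved the same way, 429 higher and 516 lower. Among those higher with both were Ggt1, the enzyme that breaks down extracellular glutathione, with signals of 96.7 with vehicle, 1494 with PPA and 908 with BA. Rflna rose at least 1.37-fold with PPA and 1.99-fold with BA. Bub1, a kinase of the spindle checkpoint, fell with both, from a signal of 1780 to 169 with PPA and 100.1 with BA. Across the 9756 genes that reach the floor, r between the PPA and BA differences was 0.828, and genes are not independent replicates. Independent lists of these sizes would share 66.0 higher and 78.7 lower genes. Both comparisons use the same vehicle array, and simulated unchanged arrays set against 1 control shared a mean of 6.98 genes, with r of 0.493. The simulated noise was that of 1 mM PPA against vehicle, which also holds any response to 1 mM PPA. The covariance was 0.763, and 0.0348 in the simulation. With the 1 mM array of each acid as its baseline, so that no array is shared, r was 0.806, and in the authors' deposited tables with separate controls the number of shared genes was also 948 on the same probe set per gene, and 1021 on any probe set, with 5 in opposite directions. Part of the excess over independent lists may still come from the shared control. At 1 mM, where the doses match, 13 genes rose with both acids and none fell with both, with r of 0.527, and the simulated unchanged arrays shared 3 to 15 genes, with r from 0.324 to 0.621.

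**Figure D2:**
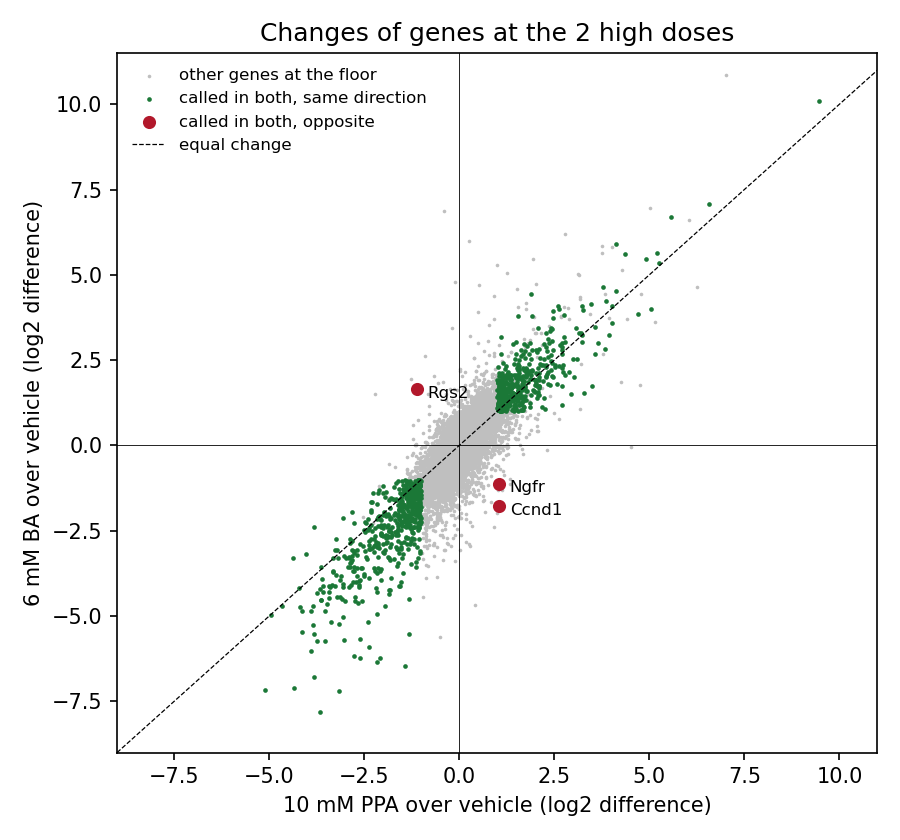
Log2 differences from the vehicle array with 10 mM PPA on the x axis and with 6 mM BA on the y axis, 1 point per gene that reaches the floor. The genes called with both acids lie along the diagonal, 945 of 948 with the same sign.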

A large number of genes (1010) were identified as common for both, BA and PPA groups (Fig. 3, complete lists provided in Table S1, S2, S3). Examples of the highest magnitude affected common genes are given on Table 2. 

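Of 18 genes of Table 2 measured here, 13 passed the 2-fold threshold with both acids. Col5a3, a collagen chain, had a signal of 1.94 with vehicle and rose at least 11.2-fold with PPA and at least 17.2-fold with BA. Selenbp1, a selenium-binding protein, rose at least 4.06-fold and 3.02-fold, with a log2 ratio for BA of 4.4 in the authors' deposited table. The genes that fell are of cell division. Pclaf, which binds the replication clamp, fell 20.5-fold with PPA and at least 59.3-fold with BA, and Mki67, the proliferation marker Ki-67, fell 14.9-fold and at least 25.8-fold. Ect2, which starts cytokinesis, fell 14.2-fold and at least 18.6-fold. Aldoa, an aldolase of glycolysis, had log2 differences of -0.05 and 0.36, and Ino80e had -0.12 and -0.16.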

In most cases the extent of induction/reduction of gene expression triggered by BA was more pronounced compared to PPA with the exception of only 16 genes (Table 3). 

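Of the 945 genes that moved the same way, 722 (76.4%) had the larger difference with 6 mM BA and 223 with 10 mM PPA. Taken as 945 independent genes, the 95% Wilson interval of this share is 73.6% to 79.0%, although genes on 1 array are not independent. Pltp, which transfers phospholipids between lipoproteins, rose at least 8.04-fold with PPA, at a log2 difference of 3.29, and at least 2.37-fold with BA. Its log2 ratio with BA was 4 in the authors' deposited table, above that difference with PPA. Which acid ranks higher for Pltp within the authors' tables was not checked. Igfbp5, which binds insulin-like growth factors, rose at least 9.72-fold and 2.89-fold, with probe sets from -1.86 to 1.97 on the log2 scale with BA, and Chst1, a sulfotransferase, rose 6.54-fold and 2.30-fold. For BA Igfbp5 had 2.8 and Chst1 no change call in the authors' deposited table. Of the 15 genes of Table 3 measured here, 12 reach the floor, and of these 7 had the larger difference with PPA and 5 with BA. Bard1, 1 of the 7, fell to below the floor with both, at least 1.93-fold each. Cgn, a protein of tight junctions, rose at least 5.76-fold with PPA and 3.82-fold with BA, and Fos, an immediate early gene, rose 6.55-fold and 3.33-fold, with log2 ratios for BA of 1.4 and 1.2 in the authors' deposited table. Cd7 and Styxl1 had the larger bound with BA, at least 10.1-fold and 6.24-fold against 7.53-fold and 4.76-fold. The percent of shared genes changed more by 6 mM BA than by 10 mM PPA was 77.5 in the authors' deposited tables, and 68.1 with signals below the floor raised to the floor.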

There was also a small subset of genes (21) that change in opposite direction for PPA and BA (Table 4).

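Only 3 genes passed the 2-fold threshold in opposite directions at the high doses. Ccnd1 had a log2 difference of 1.06 with 10 mM PPA and -1.78 with 6 mM BA. Ngfr, the low-affinity nerve growth factor receptor, had 1.04 with PPA and -1.12 with BA, and Rgs2, a regulator of G protein signaling, fell at least 1.70-fold with PPA, from a signal of 208 to 96.6, and rose at 1.64 with BA. The ratios with BA in the authors' deposited table were -1.3 for Ccnd1, -1.5 for Ngfr and 3.2 for Rgs2. Of 20 genes of Table 4 measured here, 19 reach the floor, and 8 of these had differences of opposite sign. Rapgef5, which activates the small GTPase Rap, rose with PPA at 1.17 and had -0.86 with BA, and -1.5 in the authors' deposited table. Irs2, an adaptor of the insulin receptor, had 0.26 with PPA and fell with BA at -1.22, and Jph3, which joins membranes of the endoplasmic reticulum and the cell surface, had 0.18 and -1.52. Habp4 rose with both, at 1.09 and 1.91, and Znfx1 at 1.54 and 1.46. Septin8 rose at 1.47 and 1.41, while its probe sets ranged from -0.90 to 1.47 and from -1.39 to 1.41, with medians of -0.14 and -0.64.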

**Figure 3:**
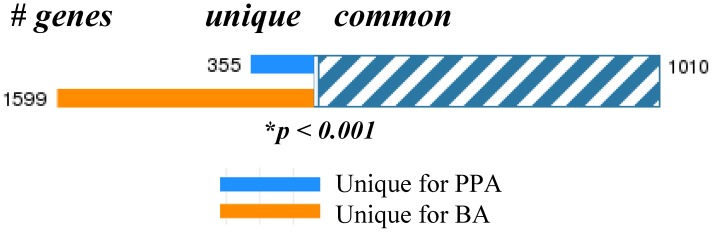
Differential gene expression profiles evoked by SCFA in PC12 cells. Total RNA was isolated from PC12 cells following 48 hrs exposures to BA (6 mM), PPA (10 mM) or vehicle and subjected to microarray analysis. Genes that changed two-fold or greater in SCFA-treated groups (*p<0.05) compared to the control (vehicle treated PC12 cells) group were imported into MetaCore GeneGo for comparison analyses. Differentially expressed unique (1599 for BA and 355 for PPA experimental group) and common for both groups genes (1010) were identified. Fisher's exact test p-value was <2.2e-16.

**Table 2:** Comparison analysis of differentially expressed genes triggered by PPA and BA in PC12 cells: Top 10 most affected common genes.

Symbol	Gene	PPA	BA
**COL5A3**	Collagen Alpha3 (V) chain	↑644.5	↑1048.6
**COX6B2**	Cytochrome c oxidase subunit VIb	↑6.634	↑156
**CA5B**	Carbonic anhydrase 5B, mitochondrial	↑8.381	↑91.615
**CD40**	Tumor necrosis factor receptor superfamily - member 5	↑33.828	↑90.103
**ICAM1**	Intercellular adhesion molecule 1	↑3.287	↑89.463
**HPD**	4-hydroxyphenylpyruvate dioxygenase	↑2.821	↑82.462
**PPP1R1B**	Protein phosphatase 1 regulatory subunit 1B	↑2.158	↑54.368
**SH3KBP1**	SH3 domain-containing kinase binding protein 1	↑2.8	↑40.719
**SELENBP1**	Selenium-binding protein1	↑14.577	↑25.455
**SPHK1**	Sphingosine kinase 1	↑5.177	↑19.341
**TTK**	Dual specificity protein kinase TTK	↓92.8	↓189.1
**TOP2A**	DNA topoisomerase 2 alpha	↓16.8	↓178.7
**NDC80**	Kinetochore protein HEC1	↓54.1	↓170.2
**RRM2**	Ribonucleoside –diphosphate reductase	↓12.9	↓160.9
**ALDOA**	Fructose-bisphosphate aldolase A	↓22.88	↓142.7
**CCDC95**	Coiled coil domain containing protein 95	↓22.8	↓142.7
**KIAA0101**	PCNA-associated factor	↓22.88	↓142.7
**GTSE1**	G2 and S-phase expressed protein 1	↓7.6	↓122.9
**MKI67**	Antigen KI-67	↓16.631	↓85.181
**ECT2**	Protein ECT2	↓15.863	↓82

The symbols ↑ and ↓ indicate up- and down-regulated genes, respectively. Numbers following the ↑ or ↓ symbols represent the fold-change for the gene expression level. Sorting was done according to the magnitude of the signal (fold change) in BA group. The top 10 for each, upregulated and down regulated genes are shown. For more details, see Table S3.

**Table 3:** Examples of common genes which were affected more by PPA.

Symbol	Gene	PPA	BA
**CD7**	T-cell antigen CD7	↑33	↑18.3
**FBP2**	Fructose-1,6-biphosphatase isozyme 2	↑27.96	↑4.18
**STYXLI**	Serine/threonine/tyrosine-interacting like protein 1	↑12.9	↑9.2
**DYSF**	Dysferlin	↑12.7	↑4.1
**CBS**	Cystathionine beta-synthase	↑10.6	↑2.25
**TPPP3**	Tubulin polymerization-promoting protein 3	↑6.82	↑4.2
**DRD1IP**	D1dopamine receptor-interacting protein calcyon	↑6.1	↑3.1
**SEMA6A**	Semaphorin 6A	↑6.1	↑2.7
**CGN**	Cingulin	↑5.98	↑2.26
**TUFT1**	Tuftelin	↑5.98	↑2.2
**FOS**	Proto oncogene protein c-fos	↑5.86	↑2.2
**TCEA3**	Transcription elongation factor A protein 3	↑5.82	↑3.77
**RKAG2**	5′-AMP-activated protein kinase gamma 2	↓13.6	↓2.1
**BARD1**	BRCA1-associated RING domain protein	↓7.8	↓4.4
**CCNE2**	G1/S specific cyclin-E2	↓4.48	↓2.8
**SYCP3**	Synaptonemal complex protein 3	↓3.98	↓2.2

Sorting was done according the magnitude of the signal (most affected, fold change) in PPA group for both upregulated (↑) and down regulated genes (↓).

**Table 4:** Common genes oppositionally affected by PPA and BA.

Symbol	Gene	PPA	BA
**SPCS3**	Signal peptidase complex subunit 3	↓2.9	↑307.5
**GAS6**	Growth arrest specific protein 6	↓6.6	↑20.48
**RGS2**	Regulator of G-protein signaling 2	↓2.4	↑10.4
**HLA-G**	HLA class 1 histocompatibility antigen alpha G	↓2.4	↑6.71
**NCAM1**	Neural cell adhesion molecule 1	↓3.0	↑ 4.4
**HABP4**	Intracellular hyaluronan binding protein 4	↓2.2	↑4.03
**BRD2**	Bromodomain- containing protein 2	↓2.5	↑3.4
**RGS3**	Regulator of G-protein signaling 3	↓2.1	↑2.9
**NUBP1**	Nucleotide-binding protein 1	↓2.2	↑2.69
**SLIT3**	Slit homolog 3	↑3.3	↓21.3
**LOXL3**	Lysyl oxidase homolog 3	↑2.73	↓5.7
**CAMPI**	Secretory carrier- associate membrane protein 1	↑3.8	↓3.98
**SEPT8**	Septin 8	↑2.48	↓3.9
**PPP2R4**	Serine/threonine phosphatase 2A, subunit B	↑2.44	↓3.5
**IRS2**	Insulin receptor substrate 2	↑2.0	↓3.47
**RAPGEF5**	Rap guanine nucleotide exchange factor 5	↑2.01	↓3.3
**ZNFX1**	NFX1-type zinc finger containing protein 1	↑2.59	↓3.06
**JPH3**	Junctophilin	↑2.0	↓2.6
**TCF4**	Transcription factor 4	↑2.04	↓2.31
**IPO9**	Importin 9	↑2.09	↓2.12
**WNK2**	Serine/threonine protein kinase WNK2	↑3.6	↓2.1

Sorting was done by the magnitude of the signal in BA group for both, upregulated (↑) and down regulated (↓) genes.

### 4. Specifically Affected Gene Systems

Differentially expressed common genes included but were not limited to the following: those involved in the biosynthesis and degradation of dopamine, norepinephrine and serotonin (i.e. TH, DBH, DDC, TPH, GTPCH, COMT, MAOA), mitochondrial/fatty acid metabolism (i.e. 3-ketoacyl-CoA thiolase, ACAA2; acetyl CoA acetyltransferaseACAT2; long chain fatty acid CoA ligase 5- ACSL5; 3-hydroxybutyrate dehydrogenase type 2, BDH2; Glycerol-3-phosphate dehydrogenase, GPD1; hormone sensitive lipase, LIPE), oxidative stress (GPX3-glutathione peroxidase; APOE- apolipoprotein E; MT3- metallothionein-3; DUSP1 dual specificity protein phosphatase 1), gap junction proteins, signaling pathways (cAMP/Ca2+, MAP kinase) receptors (nicotinic, GABA), see Tables 5–8. The complete list of commonly affected by SCFA genes is available in Table S3. 

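Th, the tyrosine hydroxylase that limits catecholamine synthesis, is among the brightest genes on the vehicle array, with a signal of 18670. At 1 mM its log2 difference was -0.10 with PPA and -0.14 with BA. Whether so bright a signal would show a rise was not tested. The 15 genes of catecholamine synthesis, storage and breakdown had medians of 0.00 with 1 mM PPA and 0.24 with 1 mM BA, at percentiles 52.7 and 99.97 of random lists, with no member past 2-fold. Over the members that reach the floor these were 0.06 and 0.21, and 0 with dim signals raised to the floor. Dbh, which makes norepinephrine from dopamine, had 0.28 with PPA and 0.44 with BA at 1 mM. Npy, the neuropeptide Y, rose 2.96-fold with 1 mM BA and had 0.97 with 1 mM PPA. At the high doses it had 0.48 with PPA and -0.07 with BA, and 1.9 with BA in the authors' deposited table with its own control array. Penk, the precursor of enkephalins, was below the floor on all 5 arrays, with a signal of 16.4 with vehicle. Among 16 genes of secretory granules and neuropeptides, none passed the threshold with 10 mM PPA and 3 fell with 6 mM BA, and the list's median was 0.01 and -0.45, at percentiles 52.9 and 1.54 of random lists. With dim signals raised to the floor the median with BA was -0.03. Those that fell were Chga, Chgb and Scg2, the granins of the granule core, at -1.16, -1.27 and -1.47 with BA against 0.17, 0.23 and -0.39 with PPA. With BA 2 members of this list were higher and 3 lower in the authors' deposited table.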

For a few selected genes, the expression patterns were validated by Northern blot analyses (Table 1).

**Table 5:** Gene ontology annotation analysis: Oxidative stress.

Symbol	Gene	PPA	BA
**GPX3**	Glutathione Peroxidase, functions in the detoxification of hydrogen peroxide	↑5.797	↑7.459
**CYGB**	Cytoglobin, encodes a globin protein found in vertebrate cells		↓4.574
**APOE**	Apolipoprotein E precursor, essential for the normal catabolism of triglyceride-rich lipoprotein constituents		↑2.28
**MT3**	Metallothionein-3, growth inhibitory factor	↑11.302	↑8.069
**BNIP3**	BCL2/adenovirus E1B 19 kDa protein-interacting protein 3, protects from virally-induced cell death and apoptosis		↓2.195
**EPHX2**	Epoxide hydrolase 2, binds to specific epoxides and converts them to the corresponding dihydrodiols	↑2.807	↑4.989
**CYGB**	Cytoglobin		↓4.574
**DUSP1**	Dual specificity protein phosphatase 1, induced by oxidative/heat stress and growth factors, may play a role in negativeregulation of cell proliferation	↓2.068	↓2.736
**FOXM1**	Forkhead box protein M1, encodes transcriptional activator involved in cell proliferation	↓5.286	↓7.152
**NQO1**	NAD(P)H dehydrogenase [quinone] 1, encodes cytoplasmic 2-electron reductase	↓3.195	↓2.749

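Mt3 rose 12.6-fold with 10 mM PPA and 8.06-fold with 6 mM BA, and in the authors' deposited table its log2 ratio with BA was 2.9. Mt2A, another metallothionein, rose with both acids, at log2 differences of 1.75 and 2.18. Gpx3, a glutathione peroxidase, rose at least 2.10-fold and 2.07-fold. Ephx2, an epoxide hydrolase, rose at 1.65 with PPA and 1.94 with BA. Nqo1, a quinone reductase, fell with both, at -1.52 and -1.49, and Foxm1, a transcription factor of dividing cells, fell at least 2.98-fold with both. Dusp1, a phosphatase of MAP kinases, fell with BA at -2.48 and had -0.87 with PPA. Hmox1, the inducible heme oxygenase, fell with BA at -1.80, against -0.9 in the authors' deposited table, and had -0.06 with PPA. Apoe was below the floor on all arrays. Of 9 genes of Table 5 measured here, 3 rose and 2 fell with PPA, and 3 rose and 5 fell with BA. In a list of 29 antioxidant genes, 5 rose and 2 fell with PPA, with a median of -0.05 at percentile 28.2 of random lists. With BA 8 rose and 5 fell, with a median of 0.12 at percentile 66.9. In the authors' deposited table 7 of them were at least 2-fold higher and 5 lower with BA.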

Total gene IDs in the ontology- 106, matches for PPA – 9, for BA - 12.

**Table 6:** Gene ontology annotation analysis: Dopamine & serotonin pathways.

Symbol	Gene	PPA	BA
**COMT**	Catechol O-methyltransferase catalyzes the transfer of a methyl group from S-adenosylmethionine to catecholamines	↓2.693	↓2.742
**TH**	Tyrosine 3-monooxygenase, rate limiting enzyme in the synthesis of catecholamines, converts tyrosine to dopamine	↓<2	↓7.069
**DBH**	Dopamine beta-hydroxylase, oxidoreductase which Converts dopamine to norepinephrine	↓2.157	↓17.434
**DDC**	Aromatic-L-amino-acid decarboxylase catalyzes the decarboxylation of L-3,4-dihydroxyphenylalanine to dopamine, L-5-hydroxytryptophan to serotonin, L-tryptophan to tryptamine.	↓3.181	
**MAOA**	Amine oxidase [flavin-containing] A catalyzes the oxidative deamination of dopamine, norepinephrine, and serotonin	↑2.049	↑2.323
**GTPCH**	GTP cyclohydrolase I, first and rate limiting enzyme in tetrahydrobiopterin biosynthesis, an essential cofactor for aromatic amino acid hydroxylases and nitric oxide synthases	↑2.671	
**TPH1**	Tryptophan 5-hydroxylase 1 catalyzes the first rate limiting step in the biosynthesis of serotonin	↑2.869	
**SLC6A2**	Sodium-dependent noradrenaline transporter		↓8.594
**ADCY2**	Adenylate cyclase type 2, catalyzes the formation of second messenger cAMP		↑2.255
**ADCY3**	Adenylate cyclase type 3		↓2.651
**CASP3**	Caspase-3 precursor, plays a role in the execution-phase of cell apoptosis		↑2.942
**DUSP1**	Dual specificity protein phosphatase 1	↓2.068	↓2.736
**FOS**	Proto-oncogene protein c-fos encodes leucine zipper proteins that dimerize with JUN family proteins forming the AP-1 transcription factor complex	↑5.866	↑2.22
**PPP1R1B**	Protein phosphatase 1 regulatory subunit 1B, encodes a bifunctional signal transduction molecule, kinase or phosphatase inhibitor	↑2.158	↑54.368
**CYP2D6**	Cytochrome P450 2D6 encodes a member of the cytochrome P450 super family of monooxygenases	↑2.283	↑6.308
**APP**	Amyloid beta A4 protein precursor encodes a cell surface receptor and transmembrane precursor protein cleaved by secretases to form a number of peptides	↓3.049	↓5.745
**ARRB2**	Beta-arrestin-2, thought to participate in agonist-mediated desensitization of G-protein-coupled receptors and to cause specific dampening of cellular responses to stimuli		↑2.071
**SLC18A1**	Vesicular monoamine transporter (dopamine gene target)	↓6.834	↓82.613

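Slc18a1, the vesicular monoamine transporter of chromaffin cells, fell 6.12-fold with 10 mM PPA and at least 28.7-fold with 6 mM BA. Cyb561, which passes electrons into secretory granules for norepinephrine synthesis, fell with both, at log2 differences of -1.05 and -1.96. Pts, an enzyme of tetrahydrobiopterin synthesis, rose with both, at 1.75 and 2.05. Maoa, which breaks down monoamines, rose with PPA at 1.05 and had 0.99 with BA. The log2 ratios with BA in the authors' deposited table were -6.3 for Slc18a1, -2.4 for Cyb561, 1.8 for Pts and 1.1 for Maoa. Slc6a2, the norepinephrine transporter, was below the floor on all arrays. Of 14 genes of Table 6 measured here, 4 rose and 1 fell with PPA, and 3 rose and 5 fell with BA. In a list of 15 genes of catecholamine synthesis, storage and breakdown, 3 rose and 2 fell with PPA and 1 rose and 4 fell with BA. The list's median with PPA was 0.91, at percentile 100 of random lists, and -0.32 over the members that reach the floor, so its direction rests on dim members. Raised to the floor, these bring the median to 0. With BA the median was -0.04, at percentile 27.7, and in the authors' deposited table 2 members were at least 2-fold higher and 6 lower.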

Total gene IDs in the ontology – 85, matches for PPA – 13, for BA -15.

**Table 7:** Gene ontology annotation analysis: Fatty acid metabolism.

Symbol	Gene	PPA	BA
**ACAA2**	3-ketoacyl-CoA thiolase, mitochondrial catalyzes the last step of the mitochondrial fatty acid beta-oxidation	↑2.608	↑2.982
**ACAT1**	Acetyl-CoA acetyltransferase, mitochondrial, catalyzes the reversible formation of acetoacetyl-CoA from two molecules of acetyl-CoA	↑2.003	
**ACAT2**	Acetyl-CoA acetyltransferase, cytosolic encodes enzyme involved in lipid metabolism, acetoacetyl-CoA thiolase	↓4.148	↓3.199
**ACADSB**	Short/branched chain specific acyl-CoA dehydrogenase, mitochondrial precursor, catalyzes the dehydrogenation of acyl-CoA derivatives in the metabolism of fatty acids or branch chained amino acids		↑2.776
**ACADVL**	Very long-chain specific acyl-CoA dehydrogenase, mitochondrial precursor, catalyzes the first step of the mitochondrial fatty acid beta-oxidation pathway		↑2.251
**ACSL5**	Long-chain-fatty-acid-CoA ligase 5, converts free long-chain fatty acids into fatty acyl-CoA esters	↓3.046	↓4.13
**ACSL6**	Long-chain-fatty-acid-CoA ligase 6, catalyzes the formation of acyl-CoA from fatty acids, ATP, and CoA		↓2.283
**ACOT7**	Cytosolic acyl coenzyme A thioester hydrolase, hydrolyzes the CoA thioester of palmitoyl-CoA and other long-chain fatty acids		↓2.274
**CRAT**	Carnitine O-acetyltransferase, catalyzes the reversible transfer of acyl groups from an acyl-CoA thioester to carnitine and regulates the ratio of acylCoA/CoA in the subcellular compartments		↓2.777
**DECR**	12,4-dienoyl-CoA reductase, mitochondrial, accessory enzyme in beta-oxidation and metabolism of unsaturated fatty enoyl-CoA esters	↑3.7	↑3.537
**MUT**	Methylmalonyl-CoA mutase, mitochondrial, vitamin B12-dependent enzyme which catalyzes the isomerization of methylmalonyl-CoA to succinyl-CoA		↓2.692
**FABP3**	Fatty acid-binding protein, heart, thought to participate in the uptake, intracellular metabolism and/or transport of long-chain fatty acids		↓3.447
**SLC27A1**	Long-chain fatty acid transport protein 1		↑2.537
**PRKAA1**	5′-AMP-activated protein kinase alpha-1, the catalytic subunit of the 5′-prime-AMP-activated protein kinase (AMPK) a cellular energy sensor		↑2.715
**BDH2**	3-hydroxybutyrate dehydrogenase type 2	↑4.612	↑53.067
**GPD1**	Glycerol-3-phosphate dehydrogenase [NAD+], plays a critical role in carbohydrate and lipid metabolism	↓2.442	↓9.572
**LIPE**	Hormone-sensitive lipase	↑2.238	↑2.575
**LPL**	Lipoprotein lipase precursor, has dual functions of triglyceride hydrolase and ligand/bridging factor for receptor-mediated lipoprotein uptake		↓8.57

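Some genes that oxidize fatty acids in mitochondria rose with both acids. Decr1, a dienoyl-CoA reductase, rose at a log2 difference of 2.05 with 10 mM PPA and 1.75 with 6 mM BA. Acaa2, a thiolase of the last step of beta-oxidation, rose at 1.54 and 1.93, Hadh, a dehydrogenase of the same pathway, at 1.44 and 2.05, and Cpt2, a carnitine palmitoyltransferase, at 1.07 and 1.15, but with no change call for BA in the authors' deposited table. Acadvl, the acyl-CoA dehydrogenase of very long chains, rose with BA at 1.24 and had 0.40 with PPA. Crat, the carnitine acetyltransferase, fell with BA at -1.39 and had 0.17 with PPA. Of 23 beta-oxidation genes measured, 4 rose and none fell with PPA, and 6 rose and 1 fell with BA. Their median was 0.24 with PPA and 0.57 with BA, at percentiles 98.3 and 99.9 of random lists. At 2-fold, 5 of them were higher and 1 lower with BA in the authors' deposited table. Of 18 genes of Table 7 measured here, 4 rose and 2 fell with PPA, and 4 rose and 7 fell with BA. The lower ones include Acsl5, which activates long fatty acids, with signals of 1232 with vehicle, 452 with PPA and 308 with BA, and Acat2, which makes acetoacetyl-CoA in the cytosol, at log2 differences of -1.89 and -2.82. Gpd1, which makes glycerol-3-phosphate, fell with BA at -2.32 and had -0.65 with PPA.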

Total gene IDs in the ontology - 90, matches for PPA – 8, for BA – 18.

**Table 8:** Gene ontology annotation analysis: GAP junction proteins.

Symbol	Gene	PPA	BA
**GJB5**	Gap junction beta-5 protein, involved in intercellular communication related to epidermal differentiation and environmental sensing		↓2.624
**EGFR**	Epidermal growth factor receptor precursor		↓2.688
**PDGFRA**	Alpha-type platelet-derived growth factor receptor		↓2.152
**DBN1**	Drebrin, cytoplasmic actin-binding protein thought to play a role in the process of neuronal growth	↑2.128	
**CTNNB1**	Catenin beta-1, part of a complex of proteins that constitute adherens junctions		↑2.21
**TJP1**	Tight junction protein ZO-1		↑2.687
**PLCB1**	1-phosphatidylinositol-4,5-bisphosphate phosphodiesterase, catalyzes the formation of inositol 1,4,5-trisphosphate and diacylglycerol from phosphatidylinositol 4,5-bisphosphate		↑2.663
**SRC**	Proto-oncogene tyrosine-protein kinase Src, involved in regulation of embryonic development and cell growth	↓2.286	↓5.815
**TUBB2B**	Tubulin beta-2B chain, binds GTP and is a major component of microtubules.	↑3.164	
**TUBB2C**	Tubulin beta-2C chain	↓2.047	
**GRB2**	Growth factor receptor-bound protein 2, binds the epidermal growth factor receptor, involved in signal transduction		↓3.034
**RAF1**	RAF proto-oncogene serine/threonine-protein kinase, encoded protein is a MAP kinase kinase kinase (MAP3K)		↓2.462
**ITPR2**	Inositol 1,4,5-trisphosphate receptor type 2	↑4.719	↑8.015
**PLCB1**	1-phosphatidylinositol-4,5-bisphosphate phosphodiesterase		↑2.663
**PRKCG**	Protein kinase C gamma type, expressed solely in the brain and spinal cord, localization is restricted to neurons		↑2.203
**ADCY2**	Adenylate cyclase type 2		↑2.255
**ADCY3**	Adenylate cyclase type 3		↓2.651

Total gene IDs in the ontology - 101, matches for PPA - 6, for BA- 12.

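Tubb2b, a beta-tubulin, rose with 6 mM BA at a log2 difference of 1.20 and had 0.81 with 10 mM PPA. Itpr2, an inositol trisphosphate receptor that releases calcium, rose at least 1.63-fold with PPA and 1.26-fold with BA, where the log2 ratio was 0.8, under 2-fold, in the authors' deposited table. Src, a tyrosine kinase, fell with BA at -1.90 and had -0.45 with PPA, and Egfr, the epidermal growth factor receptor, fell at -1.30, over probe sets from -1.30 to 0.92, and had -0.42. Dbn1, the actin-binding protein drebrin, rose with PPA at 1.25 and had 0.70 with BA. Gja4, the connexin 37, had -0.55 with PPA and fell at least 1.53-fold with BA, with no change call in the authors' deposited table. Of 14 genes of Table 8 measured here, 2 rose and none fell with PPA, and 2 rose and 3 fell with BA. Among 11 connexins and pannexins none passed the threshold with PPA and 1, Gja4, fell with BA. Their medians were 0.33 and -0.03, at percentiles 62.0 and 17.5 of random lists, and most of them are below the floor.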

### 5. Gene Networks

The top five most relevant gene networks, identified using the Analyze Networks (AN) algorithm with default settings (MetaCore, [74]) are listed in Table 9. Processes involved in the cell cycle and regulation of the progression through the cell cycle are the most affected, consistent with the ability of HDACI to induce growth arrest, cell differentiation, and chromatin remodeling in a variety of cell lines [47].

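Genes of cell division fell together at both high doses. Of 39 mitosis genes measured, 34 fell and none rose with 10 mM PPA, and 36 fell and none rose with 6 mM BA. Ttk, a kinase of the spindle checkpoint, fell at least 11.4-fold from a signal of 1388, and Top2a, the topoisomerase that untangles chromosomes, at least 11.8-fold from 1437, both to below the floor with each acid. Ccna2, the cyclin A2, fell with a log2 difference of -4.15 with PPA and at least 19.2-fold with BA. Cdk1, the kinase that starts mitosis, fell 8.04-fold and 23.3-fold. The medians of the list were -2.92 with PPA and -4.01 with BA, below all random lists, and -2.63 and -2.91 with dim signals raised to the floor. Of 32 genes of DNA replication, 29 fell with PPA and 31 with BA, with medians of -1.96 and -2.32. Mcm5, of the replicative helicase, fell at -2.56 with PPA and at least 18.8-fold with BA, and Cdt1, which loads the helicase, at -2.65 and at least 16.1-fold. With BA, 38 mitosis genes and 28 replication genes were at least 2-fold lower in the authors' deposited table. At 1 mM the mitosis genes had medians of 0.01 with PPA and 0.36 with BA, at percentiles 37.4 and 100 of random lists. The replication genes had -0.04 and 0.22, at percentiles 6.21 and 100. With 1 mM BA both lists thus lay on the higher side, opposite to 6 mM BA, though no member of either passed the threshold at 1 mM. Among 18 CDK inhibitors and genes of growth arrest, 1 fell with PPA, and 3 rose and 3 fell with BA. Cdkn1a, the inhibitor p21, had 0.51 and 0.52, and Cdkn1b, the inhibitor p27, had -0.96 with PPA and fell at -1.63 with BA. Cdkn1c, the inhibitor p57, had 0.97 with PPA and rose at 1.70 with BA. Gadd45a, a growth arrest gene, had -0.16 and 1.30, and Rb1, the retinoblastoma protein, had 0.46 and 1.38. The medians of this list were -0.15 and 0.09, at percentiles 11.47 and 53.0, and with BA 4 members were at least 2-fold higher and 4 lower in the authors' deposited table.

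**Figure D3:**
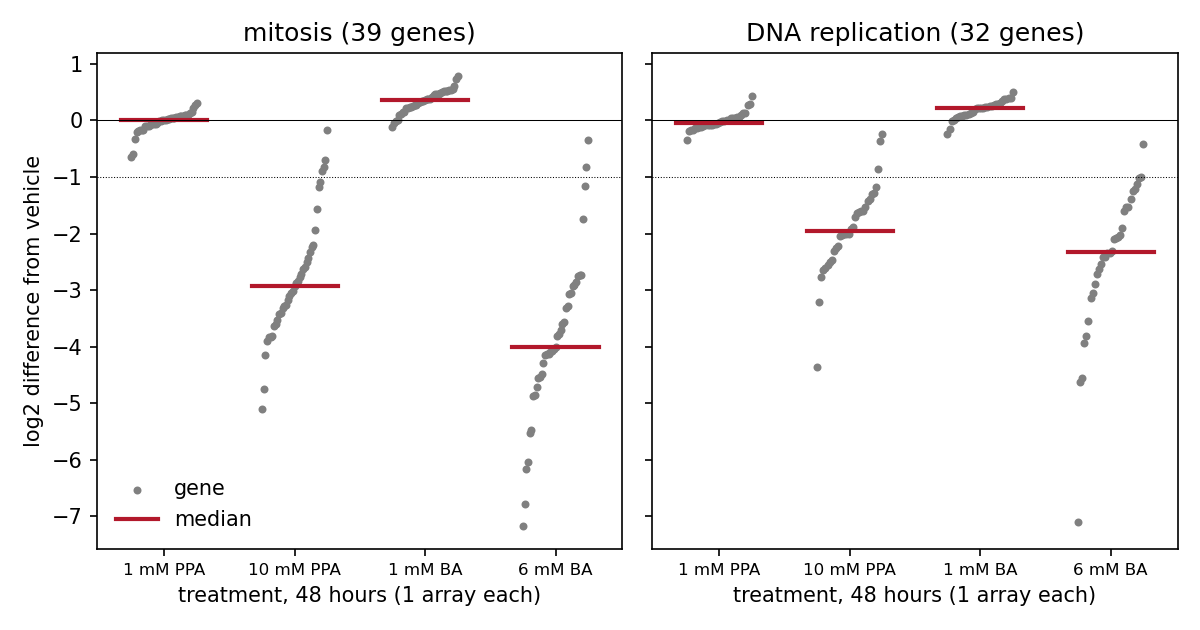
Log2 differences from the vehicle array on the y axis for the genes of the mitosis and DNA replication lists, 1 point per gene and treated array. The medians of the mitosis genes lie at -2.92 with 10 mM PPA and -4.01 with 6 mM BA.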

**Table 9:** Most relevant biological networks identified for common genes.

#	Processes	Pathways	P-value	Zscore
**1**	Cell cycle, mitotic cell cycle	230	1.73e-19	15.25
**2**	Cell cycle, regulation of progression through cell cycle	147	1.16e-15	13.07
**3**	Intracellular signaling cascade, localization of the cell, cell motility	71	1.84e-5	5.90
**4**	G-protein signaling coupled to cAMP, regulation of adenylate cyclase	52	4.02e-17	13.97
**5**	Actin filament polarization and/or depolarization, protein polarization	0	2.98e-68	34.11

The list of biological networks was generated using the Analyze Networks (AN) algorithm with default settings (MetaCore), based on relative enrichment with the uploaded data and the relative saturation of networks with canonical pathways.

P-value: represents the probability for a particular mapping of an experiment to a map (or network, or process) to arise by chance considering the number of genes in the experiment versus the number of genes in the map within the “full set” of all genes on maps. Z-score ranks the sub-networks of the AN algorithm with regard to their saturation with genes from the experiment.

In order to explore the biological significance of SCFA-mediated gene expression changes, we analyzed their Gene Ontology (GO) classification using MetaCore (Fig. 4). The most highly represented processes (sorting method “similarity by”) include: synaptic transmission, regulation of G-protein coupled receptor signaling, response to stimulus, transmission of nerve impulse, cardiac muscle development, regulation of NE secretion, NE secretion.

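Genes of vesicle release moved both ways at the high doses. Sv2b, a protein of synaptic vesicles, rose with log2 differences of 2.08 with 10 mM PPA and 3.44 with 6 mM BA, although its probe sets ranged from -1.59 to 2.08 with PPA. Rab3a, a small GTPase of vesicles, rose with 1.79 and 2.15, and Stx1a, a SNARE protein of the cell membrane, with 1.10 and 1.64. Cadps, needed for the release of dense-core granules, fell with -1.53 and -3.99, and Syt5, a calcium sensor of vesicles, with -1.57 and -3.14. Syp, the vesicle protein synaptophysin, had -0.76 with PPA and fell at -2.08 with BA. Doc2b, another calcium sensor of release, had -0.67 and fell at least 6.92-fold. Of 25 genes of synaptic vesicle exocytosis, 4 rose and 2 fell with PPA, with a median of -0.03 at percentile 33.0 of random lists. With BA 4 rose and 9 fell, with a median of -0.52 at percentile 0.31, and -0.17 with dim signals raised to the floor. Of these, 5 were at least 2-fold higher and 7 lower with BA in the authors' deposited table. Of 24 genes of skeletal and cardiac muscle, 3 rose and none fell with PPA, and 2 rose and 2 fell with BA. Des, the muscle filament desmin, rose at least 2.65-fold and 2.92-fold, and Actn3, an actinin of fast fibres, at least 1.88-fold with both. Myh6, the alpha myosin of the heart, had -0.41 with PPA and fell at -1.43 with BA, against -0.9 in the authors' deposited table. The medians of this list were 0.40 and 0.32, at percentiles 85.3 and 59.8, and 0 with dim signals raised to the floor. With BA 5 muscle genes were at least 2-fold higher and none lower in the authors' deposited table.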

**Figure 4:**
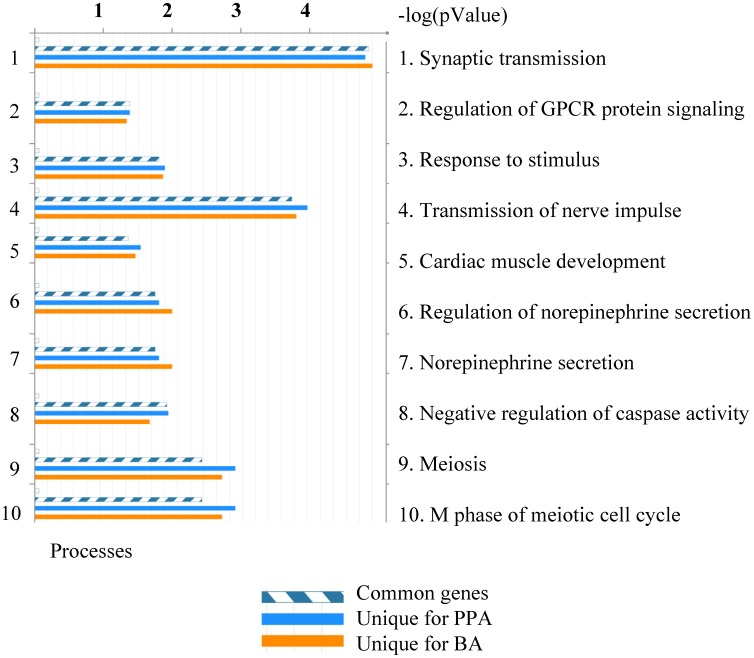
Enrichment analysis of differentially expressed genes: distribution by gene ontology (GO) processes. Differentially expressed genes in BA and PPA groups (t-test compared to control group p<0.01) were subjected to enrichment analysis (which consists of matching gene IDs for the common, similar and unique sets of the uploaded files with gene IDs in functional ontologies in MetaCore). The figure illustrates the distribution by GO processes. The gene content is aligned between all uploaded files. The set of common gene IDs is marked as blue and white stripes. The unique genes for the files are marked as colored bars (BA - orange; PPA- blue). The sorting was done by common gene IDs; p-value was set for 0.05; both signals (induced and repressed) were included. The data shown are for sorting method “similarity by”. The degree of “relevance” to different categories for the uploaded datasets is defined by p values, so that the lower p-value gets higher priority. The top 10 processes are listed based on their −log (p-value).

## Discussion

Emerging evidence links SCFA from diet, cellular metabolism or pharmacological treatments with regulation of neuronal gene expression, attendant neuronal function and even behavior [34], [35], [36], [37], [38], [45], [39], [41], [42], [27], [43], [44], [64], [58], [63], [75], rev. in [3]. In this study, we demonstrate that PPA can induce TH gene transcription over a wide dose range (0.1 mM to 10 mM) in PC12 cells, similar to the effects of BA [63], [75]. The general transcription factor CREB (or CREB-related proteins) and signaling pathways converging on it are involved in the transcriptional regulation of the TH gene by PPA or BA. At lower concentrations, PPA - triggered changes in TH gene transcription are reflected in accumulation of TH mRNA and TH protein, which are markers of increased catecholamine production. Genome-wide expression profiling following exposure to SCFA enabled us to identify large number of affected genes and networks, common for both PPA and BA, including catecholaminergic pathways and GO processes implicated in ASD.

The short chain fatty acid BA is a well known HDACI shown to induce differentiation, growth arrest and chromatin remodeling in a variety of cell lines, associated with specific-gene transcription regulation properties [47], [48], [49], [50]. The effects of BA are similar to its structurally related branched short chain fatty acid with a known causal role in ASD VPA, [51], [52] which produces an acceptable animal model for the condition [68], [70], [69], [76], [77]. PPA also exhibit HDACI properties in non-neuronal cell lines, although it is less potent than BA [53]. Here using a PC12 cell model we show that PPA activates TH promoter-driven reporter gene expression in a concentration-dependent manner (Fig. 1A), similar to other HDACI like BA, VPA, trichostatin A and phenylbutyrate [75], [58]. This induction was dependent on the binding ability and transactivation status of the general transcription factor CREB - a stimulus induced transcription factor, phosphorylated at Ser133 by diverse array of protein kinases including PKA, Ca2+/CAM kinases and Ras/MAPK pathway [78], [67].

Our data correlate well with the fact that SCFA may enter the cell by passive diffusion and/or active transport via specific monocarboxylic acid/ketone transporters [79], [80] and inhibit HDAC, but they can also interact with membrane receptors and trigger activation of different signaling cascades to alter the expression of specific genes [81]. In this regard, PPA was characterized as the most potent agonist for GPCR41 and GPCR43 which are coupled to inositol 1,4,5-trisphosphate formation, intracellular Ca2+ release, ERK1/2 activation [82], [83]. 

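Adora2a, an adenosine receptor that raises cyclic AMP, fell with log2 differences of -1.64 with 10 mM PPA and -3.52 with 6 mM BA. Rgs10, which ends G protein signals, rose with 2.46 and 2.79. Adcy3, an adenylate cyclase, had -0.45 with PPA and fell at -1.59 with BA, and Rgs4 had 0.17 and fell at -1.42. The log2 ratios with BA were -3.3 for Adora2a, 3.2 for Rgs10, and -1.7 for both Adcy3 and Rgs4 in the authors' deposited table. Of 32 genes of cyclic AMP and G protein signaling, 1 rose and 2 fell with PPA, and 2 rose and 5 fell with BA. Together they had a median of 0.06 with PPA and -0.03 with BA, at percentiles 50.1 and 22.6 of random lists. At 2-fold, 5 of its members were higher and 6 lower with BA in the authors' deposited table.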

G-protein signaling coupled to cAMP and regulation of adenylate cyclase was also among the top 5 networks identified for common genes in our microarray data analyses (see Table 9). In rodents and humans, PPA is found to directly regulate GPCR41-mediated sympathetic outflow and thereby to modulate body energy expenditure in maintaining metabolic homeostasis [84], [85].

### PPA modulation of inflammatory processes/lipid homeostasis

PPA can also exert its effect by activating nuclear receptor PPAR gamma [86]. We have demonstrated previously that PPAR gamma receptors are expressed in PC12 cells and are involved in the independent regulation of catecholaminergic and opioid pathways by SCFA and related drugs like 4-phenylbutyrate [75]. 

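Fasn, the fatty acid synthase, fell with 6 mM BA at a log2 difference of -1.77 and had -0.95 with 10 mM PPA. Elovl6, which elongates fatty acids, fell with BA at -2.09 and had -0.57 with PPA. Of 15 genes of fatty acid synthesis none passed the threshold with PPA and 5 fell with BA. The list's median was -0.43 with PPA and -0.39 with BA, at percentiles 0.30 and 3.52 of random lists, and -0.29 with PPA once dim signals are raised to the floor. At least 2-fold lower with BA in the authors' deposited table were 3 of them, and Scd, the stearoyl-CoA desaturase, had 0.8 there and -1.21 against the vehicle array. Lpl, the lipoprotein lipase that frees fatty acids from triacylglycerols, fell at -2.88 with BA and had -0.30 with PPA. Lipe, the hormone-sensitive lipase, had 0.70 with BA and 0.09 with PPA. Of 4 ketone body genes, 1 rose with PPA, and 1 rose and 1 fell with BA. Bdh2, a dehydrogenase of 3-hydroxybutyrate, rose at least 1.65-fold with PPA and 2.60-fold with BA, and Oxct1, which activates ketone bodies for use, had -0.10 and fell at -1.05. The medians of these 4 were 0.12 and -0.39, at percentiles 66.4 and 14.3.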

Our microarray analyses showed SCFA - altered expression of genes, involved in fatty acid metabolism and transport, ketogenesis and ketone body metabolism, as well as triacylglycerol metabolism (Table 7). These findings are of particular interest since abnormal lipid metabolism has been reported in ASDs and ASD-related disorders [87], [88], [89], [90], [91], [92]. Moreover, clinical studies suggest improvements in core symptoms of patients with ASDs following supplementation with polyunsaturated fatty acids (PUFAs) [93], [94], [95] and we observed altered lipid profiles in rat brain phospholipids following infusion with both PPA and, to a lesser extent, BA [37], [96].

### PPA activation of CREB dependent catecholaminergic pathways

The microarray data reported here are also consistent with the activation of CREB pathway – i.e. increased expression of CREB3L1 was observed in PPA (2.33 fold) and BA (4.2 fold) group, accompanied by elevated MAP4K1 (2-fold and 3.6 fold resp.), CAMK2G (2-fold for both SCFA) and CAMKV (increased by approximately 3-fold by PPA and BA). 

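Creb3l1, a CREB-like factor of the endoplasmic reticulum membrane, rose at least 1.23-fold with 10 mM PPA and 1.62-fold with 6 mM BA. Map4k1, a kinase upstream of JNK, rose with log2 differences of 1.21 and 1.15. Camk2g, a calmodulin-dependent kinase, had 0.53 with PPA and rose at 1.20 with BA, and Camkv, related to these kinases, had 0.92 and 0.43. Creb3l1 had a log2 ratio of 2.1 with BA, and Map4k1 and Camkv had 1.7, in the authors' deposited table. Of 24 genes of the CREB family and the calmodulin kinases, 3 rose and none fell with PPA, and 4 rose and 3 fell with BA. The list's median was -0.03 with PPA and 0.02 with BA, at percentiles 29.8 and 48.7 of random lists. Crtc1, a coactivator of CREB, rose at least 2.31-fold and 2.62-fold, with probe sets from -0.62 to 1.22 with PPA and a log2 ratio with BA of 0.7, under 2-fold, in the authors' deposited table. Of 23 immediate early genes that answer to cyclic AMP, 3 rose and 1 fell with PPA, and 9 rose and 3 fell with BA. Egr1 rose 10.9-fold with PPA and 17.9-fold with BA, Per1, a gene of the circadian clock, rose at 1.22 and 1.62, and Atf3 rose at least 4.78-fold with BA. The medians of these were 0.12 and 0.85, at percentiles 65.4 and 100.0, and with dim signals raised to the floor the one with BA was 0.11. With BA, 8 of the immediate early genes were higher and 1 lower in the authors' deposited table.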

Increased P-CREB immunoreactivity was observed in ASD- hippocampus and white matter regions following intracerebroventricular infusion of SCFA (ASD rodent model, [35], [3]). Moreover, our prior work with BA is consistent with a signal transduction system involving CREB and converging on the CRE and a novel upstream 5′ regulatory element (BRE; GCCTGG at −509 to −504 of both, the rat TH and proenkephalin promoters [60], [58], [55], [56].

The ability of PPA to activate endogenous TH transcription at low concentrations (1 mM) results in accumulation of TH mRNA and TH protein (Fig. 2) indicative of increased cell capacity to produce catecholamines. This observation is similar to the effects of BA and VPA in PC12 cells we reported before [63], [58]. Furthermore, it provides a possible molecular mechanism to account for the hyperactivation of the mesocortical dopamine system suggested in several clinical reports of ASD [97], [98] and in animal models of ASD [66], [99]. Other 4 carbon structures (i.e. GABA or γ-OH butyrate – which is accumulated as a result of succinic semialdehyde dehydrogenase deficiency, a rare autosomal recessive disorder which presents with autistic behaviors, [100]) and following ketogenic diet administration, a possible therapy for ASD, also have potent effects on CNS function via the dopaminergic system suggesting a broader implication of this putative mechanism.

Although the stimulatory effect of SCFA on the TH promoter is proportional to the drug dose used (Fig. 1A for PPA, also previously shown by us for BA, phenylbutyrate and VPA [75], [58]), TH mRNA and protein fall below basal levels at high concentration [58], [63], which was associated with increased TH mRNA destabilization presumably via a butyrate response factor (BRF) acting at a 3′ untranslated region [58], [61], [63], [101]. These high concentrations are comparable to the doses of brief pulse intracerebroventricular infusions used in our rat ASD model [35] and blood PPA concentrations in human propionic acidemia (4400 uM/L, see [25], [27]). An interesting new finding of the present study is the **bi-directional** perturbation of the dopaminergic pathways by both PPA and BA (Table 1, 6 and Table S3). It should be emphasized that this novel SCFA-triggered mode of regulation is different from the reported multiple studies (rev. in [102], [103], [104], [59]) where diversified stimuli (cyclic AMP analogues, phorbol esters, growth hormones, glucocorticoids, depolarization agents) each increased TH mRNA levels and stimulated TH promoter activity in PC12 cells. Whether a similar bi-directional dysregulation of the brain catecholaminergic system occurs in response to excessive concentrations of SCFA exist *in vivo* remains to be examined. 

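Th fell at 6 mM BA by 2.72 on the log2 scale, to a signal of 2840, and had -0.32 with 10 mM PPA. Dbh had a signal of 309 with vehicle and fell at least 2.53-fold with BA, to 31.1, while its log2 difference was -0.95 with PPA. Ddc, the decarboxylase that makes dopamine and serotonin, rose with PPA at 1.14, over probe sets from 1.14 to 2.89. With BA it had -0.74, over probe sets from -0.74 to 1.57. In the authors' deposited table, with its other control array, the log2 ratios with BA were -2.8 for Th, -3.5 for Dbh and -2.0 for Ddc. Pnmt, which makes epinephrine, was below the floor on all arrays.

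**Figure D4:**
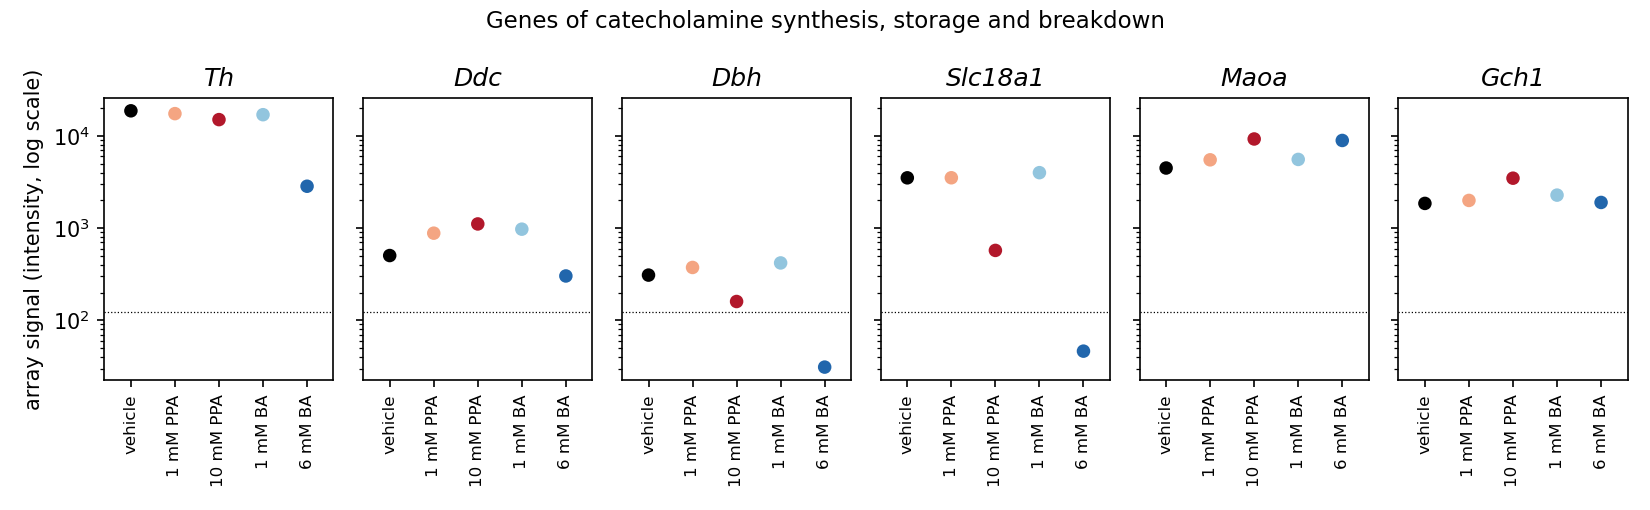
Array signal on a log scale on the y axis for genes of catecholamine synthesis, storage and breakdown, with 1 panel per gene. The vehicle array and the treated arrays are on the x axis, 1 point each, and a dotted line marks the floor. The log2 differences of Th from vehicle were -0.32 with 10 mM PPA and -2.72 with 6 mM BA.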

A bi-directonal system is intriguing since high concentrations of SCFA down regulated not only TH, but also DBH, DDC and COMT genes in PC12 cells (our results reported here, also [62]). Loss or down regulation of the DBH gene is strongly associated with deficits in affiliative and self injurious behaviors in several animal models (rev. in [105], [106]) and with ASD phenotype in humans [107], [108], [109], [110].

### Serotonergic/Cholinergic systems

Of interest, only PPA was able to alter the serotonin system in PC12 cells by inducing the expression of Tryptophan 5-hydoxylase 1 (TPH1, rate-limiting enzyme in the synthesis of the neurotransmitter serotonin) and GTP cyclohydrolase 1 (GTPCH - the rate limiting enzyme in BH4 biosynthesis, an essential cofactor of three aromatic amino acid hydrolases including TPH and TH); Table 6. 

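Gch1, the GTP cyclohydrolase, had a log2 difference of 0.91 with 10 mM PPA and 0.03 with 6 mM BA, and its other probe set had 1.10 with PPA. Of 4 genes of serotonin synthesis and uptake measured, 1 rose and 1 fell with PPA, and none rose and 1 fell with BA. The list's median was 1.02 with PPA and -0.35 with BA, at percentiles 99.6 and 17.9 of random lists, and 0.45 with PPA once dim signals are raised to the floor. Its 3 members that reach the floor are Gch1, Ddc and Slc18a1, all shared with the catecholamine genes. In the authors' deposited table Ddc and Slc18a1 were at least 2-fold lower with BA.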

Dysfunctional serotonin signaling has been suggested as an etiologic factor in ASD (rev. in [111]). Serotonin is linked to the mediation of several psychological processes, many of which are altered in ASD patients, including mood, social interaction, sleep, obsessive compulsive behaviors and aggression. Similar symptoms were also observed in our PPA animal model of ASD [3], [44].

During the past few years, studies have begun to suggest that cholinergic systems in the brain might also be implicated in ASD [112], [113]. 

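Chrna5, an alpha subunit of nicotinic receptors, rose with log2 differences of 1.86 with 10 mM PPA and 1.13 with 6 mM BA. Chrnb4, a beta subunit of ganglionic receptors, rose at least 3.65-fold with PPA and had a signal of 152 with BA and 79.7 with vehicle. Chrna3, the alpha subunit of the same receptors, had 0.64 with PPA and fell at -1.47 with BA, with -1.7 in the authors' deposited table. Chrnb1, the beta subunit of muscle receptors, had -0.81 with PPA and fell at least 3.14-fold with BA, where its probe sets ranged from -1.71 to 3.09 on the log2 scale and their median was 0.69. Of 16 nicotinic subunits measured, 2 rose and none fell with PPA, and 1 rose and 2 fell with BA. Their medians were 0.48 and 0.10, at percentiles 90.7 and 35.9 of random lists, and 10 of the 16 are below the floor. Over the other 6 the median with BA was -0.62.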

We also found altered expression of CHRNA3, CHRNB1 (both down regulated by BA), CHRNA5 and CHRNB4 (up-regulated by PPA 3.2 and 5-fold, see Tables S1 and S2, and GSE56516).

### Mitochondrial dysfunction/oxidative stress

The brain is vulnerable to mitochondrial dysfunction, oxidative stress and excitotoxicity [114]. Consistent with the effects of SCFA (PPA and/or BA) on cellular metabolism [35], [37], [96], [115], the data presented in Table 5 are similar to the clinical presentation of patients with ASD who show metabolic dysfunction, including impairments in B12, glutathione, or carnitine metabolism [116], [117], [118], [43] and mitochondrial disorder/dysfunction [119], [120]. VPA similarly alters mitochondrial metabolism and causes depletion of carnitine stores and encephalopathy [121], [122]. Of note, we have shown specific alterations of carnitine and mitochondrial metabolism in a large cohort of ASD patients predicted with the PPA rodent model suggesting mitochondrial dysfunction, which also alters gene expression [123], may play a key role in ASD pathogenesis [45], [3], [4].

### General effects of SCFA

DNA microarray technology enables simultaneous detection of perturbations in thousands of genes in a single experiment. The present study also identified a large number of affected genes following exposure of PC12 cells to high concentrations of SCFA using a criteria of ≥2-fold change and a *P*≤0.05 (Figure 3, Tables S1, S2, S3): 1599 unique for BA, 355 unique for PPA and 1010 common for both SCFA. Upon closer look at the expression profiles triggered by PPA and BA, we found a set of 16 common genes altered to a higher extent after PPA treatment (Table 3) and a total of 21 common genes affected in the opposite direction by PPA and BA (Table 4). Together, these data confirm the notion that in addition to the common ability to cause HDAC inhibition, other processes in PC12 cells are influenced in a PPA-and/or BA specific manner providing further layers of regulation and potential for neuronal plasticity.

### Alteration of ASD associated genes FMR1, Neurexins, Neuroligins

In addition, we identified a number of genes (listed in Table 10) that were previously implicated in ASD or candidate genes for ASD from evaluation of copy number variation genetic studies. For example, loss of function of Fragile X Mental Retardation 1 gene (FMR1) causes Fragile X syndrome with up to 90% of affected children exhibiting ASD symptoms [124], [125], [126]. 

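Ncam1, the neural cell adhesion molecule, rose with 6 mM BA at a log2 difference of 2.64 and had 0.78 with 10 mM PPA. Dpp6, a subunit of potassium channels, fell at -1.14 with PPA and at least 7.55-fold with BA, and Astn1, the neuronal adhesion protein astrotactin, had -0.73 and fell at least 2.47-fold. Rai1, the gene of Smith-Magenis syndrome, had -0.15 with PPA and fell at -1.05 with BA. Mtf1, which induces metallothioneins, had 0.51 and rose at 1.46. Dipk2a had 0.09 with PPA and 1.64 with BA, where its probe sets ranged from -0.68 to 3.17. Of 19 genes of Table 10 measured here, 1 rose and 2 fell with PPA, and 3 rose and 5 fell with BA. In a list of 27 genes of neuronal adhesion and autism, none rose and 2 fell with PPA, with a median of 0.00 at percentile 32.4 of random lists. With BA 1 rose and 4 fell, with a median of -0.36 at percentile 1.64, and 0 with dim signals raised to the floor. In the authors' deposited table 2 of the 27 were higher and 6 lower with BA.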

Treatment of PC12 cells with PPA or BA caused down regulation of FMR1 gene expression (Table 10). 

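Fmr1, whose protein binds mRNA and limits translation at synapses, had a signal of 1301 with vehicle, 634 with 10 mM PPA and 449.8 with 6 mM BA. It fell 2.05-fold with PPA and 2.89-fold with BA. Its log2 ratio with BA was -0.9 in the authors' deposited table, under the 2-fold threshold.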

Neurexin 1 (NRXN1) is another gene considered to be causal for ASD [127], [128] which was also down regulated following BA administration. Many genes associated with ASD are also involved in the neuroligin-neurexin interaction at the glutamate synapse [129], [28].

**Table 10:** SCFA alter the expression of genes implicated in ASD in human and animal studies.

*Genes implicated in ASD (Copy number variations)*			
Symbol	Gene	PPA	BA
**C3orf58**	Uncharacterized protein C3orf58, renamed deleted in autism 1, encodes signal peptide for targeting to the secretory pathway		↑4.539
**CACNA1C**	Voltage-dependent L-type calcium channel alpha-1C mediate the influx of calcium ions into the cell upon membrane polarization		↓2.093
**DMPK**	Disks large-associated protein 2, dystrophy myotonica protein kinase	↑2.258	↑3.018
**FMR1**	Fragile X mental retardation 1 protein, negative regulator of translation, plays key role in neuroplasticity	↓2.289	↓2.383
**NIPBL**	Nipped-B-like protein, facilitates long distance enhancer-promoter communications	↓2.766	
**NLGN2**	Neuroligin-2 , post synaptic cell adhesion molecule of inhibitory synapses		↓2.471
**NRXN1**	Neurexin-1-alpha, 1-beta, pre-synaptic protein that forms complexes with neuroligins or other partners to shape synaptic neurotransmission	↓2.227	
**PTEN**	Phosphatidylinositol-3,4,5-trisphosphate 3-hosphatase and dual- specificity protein phosphatase, tumor suppressor negatively regulate AKT/PKB signaling		↑2.922
**RAI1**	Retinoic acid-induced protein 1, transcription factor induced by retinoic acid		↓2.566

*ASD Candidate genes:*			
**ASTN1**	Astrotactin-1 precursor, neuronal adhesión molecule, involved in glia-guided neuronal migration		↓2.68
**DLGAP2**	Disks large-associated protein 2, neuronal postsynaptic density protein	↑2.258	↑3.018
**DPP6**	Dipeptidyl aminopeptidase-like protein 6 auxiliary subunit of Kv4-mediated A-type K(+) channels	↓2.455	↓15.024
**DPYD**	Dihydropyrimidine dehydrogenase [NADP+], involved in uracil and thymidine catabolism		↑5.115
**GABRB1**	Gamma-aminobutyric acid receptor subunit beta-1		↑2.368
K**CNMA1**	Calcium-activated potassium channel alpha-1 the channels control neuronal excitability and smooth muscle tone	↓2.885	
**MAOA**	Monoamine oxidase [flavin-containing] A degrades amine neurotransmitters	↑2.049	↑2.323
**MTF1**	Metal regulatory transcription factor 1, Zn binding transcription factor that mediates regulation of metallothionein genes		↑2.056
**PCDH9**	Protocadherin-9, encodes a cadherin-related neuronal receptor that localizes to synaptic junctions		↑22.029
**PCDH10**	Protocadherin alpha 10, cadherin-related neuronal receptor believed to play a role in establishment and function of specific cell-cell connections in the brain		↓2.477
**PIP5K1B**	Phosphatidylinositol-4-phosphate 5-kinase 1 beta	↑2.328	
**PRKAG2**	5′-AMP-activated protein kinase gamma-2, energy-sensing enzyme, composed of a catalytic alpha, noncatalytic beta and noncatalytic regulatory gamma subunit.	↓13.619	↓2.154

Thus, it appears that number PPA and BA affected genes are related to ASD. In other words, the apparent epigenetic regulation of gene expression by gut-microbiota products (SCFA) can in principle result in similar “loss” or “gain” of function and disrupt similar pathways/networks as genetic alterations associated with ASD.

We applied MetaCore Gene Ontology (GO) bioinformatics tool [130] for functional enrichment profiling of our genome-wide differential expression data in response to SCFA (Figure 4). Of note, the top 10 enriched GO terms included synaptic transmission, regulation of G-protein coupled signaling, transmission of nerve impulses. Our data are concordant with the comprehensive review and analysis of published literature and data of ASD genetics [131] including a total of 2193 genes, 2806 SNPs/VNTRs, 4544 CNVs and 158 linkage regions.

In summary, the gene expression analysis in this study provides valuable insight into the complexity of possibilities and specific molecular pathways or processes altered in PC12 cells upon stimulation with SCFA, many of which, directly or indirectly, have been implicated in ASD. The study also underscores a novel capacity of SCFA to regulate multiple pathways and networks, which are relevant to brain functions and behavior. We believe that our data represent a useful initial cell model resource for identifying and functionally testing SCFA-responsive neuronal genes.

Although the preliminary data are compelling, it is important to note that the effects of SCFAs on cellular systems are complex, often indirect, and often time, tissue- and dose-related [8], [3], [132]. In addition to direct HDACI effects, other SCFA effects on GPCR, second messenger/calcium signaling, and mitochondrial/oxidative stress also alter gene expression. One should be cautious in the interpretation of the data from this *in vitro* system, as the effects of PPA on non-neural CNS cells (glia, [133]) neuronal subtypes or systemic effects [134] have not been addressed. At this stage, we do not know the stability of these epigenetic, transcriptional and mRNA destabilization changes. Ongoing research include using whole animal models at specific time periods and routes of PPA exposure to examine the effects of gut derived bacterial metabolites on brain function and behavior, and their possible relation to neurodevelopmental disorders.

We speculate that altered levels of environmental factors (such as SCFA) normally produced in the gut by microbial fermentation of dietary carbohydrates, may:

1. Represent a novel evolutionary link to neural plasticity associated with different behavioral responses to a changing environment.
2. Affect brain and behavior by multiple molecular mechanisms, some of which involve Ca2+/cAMP/CREB signaling pathways.
3. Modulate expression of key genes (neurotransmitters, cell adhesion molecules, genes involved in lipid metabolism, oxidative stress and mitochondrial function) many of which have been implicated in neurodevelopmental disorders, such as ASD.

## Supporting Information

Table S1 List of differentially expressed genes unique for PPA.
(XLS)

Table S2 List of differentially expressed genes unique for BA.
(XLS)

Table S3 List for differentially expressed genes, common for PPA and BA.
(XLS)

How the deposited data were processed for this re-analysis (not part of the article)

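RNA of PC12 cells treated for 48 hours with 1 mM or 10 mM PPA, 1 mM or 6 mM BA, or vehicle was measured on 5 Rat Genome 230 2.0 arrays, 1 per condition, each of RNA pooled from 6 dishes according to the labels. The authors deposited a value table of signal intensity on the linear scale, made by GCOS 1.2.1 and scaled on each array by itself. Its values equal the signals of the authors' deposited comparison tables within 0.1, and its sorted values differ between arrays, so it is not quantile-normalized. The authors also deposited 4 comparison tables, with signal intensity, a signal log ratio in log2 units made from paired probes, and a change p-value, which is a p-value over probe pairs and not over samples. The tables of 1 mM and 10 mM PPA hold only the 89 and 2126 probe sets changed 2-fold, that of 1 mM BA holds all 31099 and also a detection p-value, and that of 6 mM BA holds 10133 probe sets called changed at any fold. The deposited table of 6 mM BA was made against another control array, and the sign of the ratio was turned. Its headers date the comparison to the same month as the 6 mM BA array and do not give the date of that control array. The files hold 3 columns of per-sample values that match no sample, from that control array, and these columns were not used as a sample. The spike-ins on the 6 mM BA array were brighter than on the vehicle array by 0.24 on the log2 scale, against 0.05 with 1 mM BA, 0.04 with 1 mM PPA and 0.03 with 10 mM PPA. The median signals were 119 with vehicle, 119 with 1 mM PPA, 133 with 10 mM PPA, 116 with 1 mM BA and 125 with 6 mM BA.

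Of the 31099 probe sets, 57 are controls and were left out. A single gene symbol is given for 20832, several for 436 and none for 9831, and 20764 symbols were updated through their gene number. Only probe sets with 1 symbol were named, which gave 14217 genes, 4525 of them with several probe sets. The log2 of each signal was taken with no pseudocount, and no further scaling was applied. The floor is the median of all signals, log2 6.93. On the vehicle array 97.8% of the probe sets above the floor and 19.8% of those below it had a detection p-value under 0.05. Where a signal lay below the floor, it was raised to the floor for the fold. The robust SD of the differences was 0.380 with 1 mM PPA, 0.366 with 1 mM BA, 0.700 with 10 mM PPA and 0.954 with 6 mM BA, and 0.155, 0.152, 0.448 and 0.693 over probe sets past the 75th percentile of signals. In a test on simulated data with 200 changed genes, all genes changed 8-fold or 3-fold were called, none of the 50 genes changed 1.5-fold were, and 27 unchanged genes (0.193%) were. The changed genes were drawn only from well above the floor, with the noise of 1 mM PPA against vehicle. Recovery of genes near or below the floor was therefore not tested. The number of arrays limits the precision of every value.

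The design, the gene lists, the rule for named genes and the other settings to be tried were fixed before the data were examined. The named genes are the 10 with the largest increase and the 10 with the largest decrease on each treated array, genes the paper names in its text and its tables, whose values in the paper had been seen, and up to 4 members of each gene list. Genes outside this rule, such as Nrn1, Serpinf1 and the genes set between the acids, were chosen after their values were seen. A total of 666 genes in 32 lists were fixed, and 600 are on the array. Genes the paper names that have no probe set with 1 symbol were not analysed here. The median difference of each list was set among 10000 random lists of the same size, drawn from 10 bins of mean signal, which describes these arrays and is no test across samples. The comparisons at the high doses share the vehicle array, so 100 pairs of unchanged arrays against 1 control were simulated with the noise of 20 bins of signal. This noise was taken from 1 mM PPA against vehicle and also holds any response to 1 mM PPA. The share of genes changed more by BA was given a 95% Wilson interval.

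The alternatives were no floor, a floor at the 75th percentile of signals, a pseudocount of 32, arrays centred on their medians, the median of a gene's probe sets, the 1 mM arrays as baselines, and the array software's change call or log ratios. The alternatives added after the values were seen were scaling to the spike-ins, signals below the floor raised to it, detection in place of the floor, each probe set by itself, the authors' deposited comparisons with separate controls, and any probe set of a gene for the folds of the paper's tables. The paper's values were called different where they were more than 1.5 times apart. The lists of commonly and singly changed genes in the supplement were copied only in part, so no set was tested on them. The Northern blots, the reporter assays and the protein blots have no files and were left out. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.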

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

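In this part, the test of the array date, that of the shared vehicle array, that of markers of other cell types, the scaling to the spike-ins and the counts of lists in the authors' deposited table were chosen only after the result was seen. At the high doses 3 genes, Ccnd1, Ngfr and Rgs2, passed the 2-fold threshold in opposite directions. These doses are not matched, and the difference was not tested, since there is 1 array per condition. Set directly, 6 mM BA over 10 mM PPA, their log2 differences were -2.84, -2.16 and 2.75, and at 1 mM, where the doses match, BA over PPA gave -0.40, -0.36 and 0.50, all under 2-fold.

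The genes of the unfolded protein response, a group the paper does not discuss, had a median log2 difference of -0.75 with 10 mM PPA and -1.08 with 6 mM BA, below all random lists. The genes of cholesterol synthesis and uptake, also not discussed there, had a median of -0.95 with 6 mM BA. A high value on the vehicle array, which all doses share, would lower the medians at 1 mM by as much. At 1 mM the cholesterol medians were 0.01 with PPA and 0.00 with BA. Those of the unfolded protein response were -0.17 and -0.23. Read after the values were seen, this argues against such a value as the whole cause at the high doses. It may still be a part of the cause. With the authors' other control array the shifts with 6 mM BA were smaller. In the authors' deposited table 1 of 20 unfolded protein response genes was at least 2-fold lower, 1 was higher, and 11 were lower by any size, and 4 of 20 cholesterol genes were at least 2-fold lower and 1 was higher, and by any size 7 were lower and 6 higher. At 1 mM, a dose whose overlap the paper does not report, 13 genes rose with both acids, among them Mt3, Gap43, Apoc1, Pltp and Serpinf1. Simulated unchanged arrays set against 1 control shared 3 to 15 genes, counted in either direction. Their noise was taken from 1 mM PPA against vehicle, so it also holds any response to 1 mM PPA. The simulation therefore cannot tell this number apart from noise of the vehicle array.

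More probe sets changed with 6 mM BA than with 10 mM PPA. In the authors' deposited tables, where 6 mM BA is set against another control array, its count was 2.03 times that of PPA. This argues against the date of the array as the whole cause only if that control is of the same date, which the headers do not give. Scaled to the spike-ins, 4230 probe sets changed with 6 mM BA and 1979 with 10 mM PPA, which argues against a brighter array. A larger noise of the earlier pair of arrays was not tested and stays open, as does the choice of doses, which are not matched.

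The differences with 10 mM PPA and 6 mM BA run together across genes. With the 1 mM arrays as baselines, so that no array is shared, r was 0.806, which argues against the shared vehicle array as the cause. Without 72 genes of cell division r was 0.816 and the covariance 0.704, so these 72 genes do not carry the relation by themselves. They are few beside the 9756 genes that reach the floor, and other genes that follow cell division may remain. Fewer dividing cells at both doses therefore stay open as a cause. Another hypothesis that stays open is a response common to both acids, which these arrays without replicates cannot test further.

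A set of 72 genes lay below the floor with vehicle and at least 2-fold above it at both high doses, while 98 genes went the other way. In simulated unchanged arrays the highest number of such rising genes was 0. These arrays called 10 to 33 genes, against 57 with 1 mM PPA and 41 with 1 mM BA. The excess may be a response or noise that the simulation lacks, so it cannot decide on noise of dim signals. In the authors' deposited table, with another control array, 69 of the 72 genes have a change call with BA. All 69 were higher, 66 of them at 2-fold or more. A low value on the vehicle array alone thus does not account for these. Noise of the treated arrays stays open. Cells of another type in the treated dishes cannot be told apart from a change in PC12 cells by the test used: at most 25% of the markers of a cell type, 2 of 8 for Schwann cells and glia, reached the floor at both doses, neither under the bound set against this explanation nor near the bound set for it. A count added after that result was seen found that none of the 31 markers below the floor with vehicle reached it at both doses, with signals of at most 113 with PPA and 107 with BA. In the authors' deposited table 1 fibroblast marker and 1 macrophage marker were at least 2-fold higher with BA. In the same table 2 fibroblast markers and 1 marker of Schwann cells and glia were lower. The 4 markers already at the floor with vehicle cannot show a small share of other cells, so this explanation stays open.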

How the results depend on the processing

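No paired analysis was possible because each condition has 1 array. Among the counts, no floor gave 5203 probe sets with 1 mM PPA, 7413 with 10 mM PPA, 5217 with 1 mM BA and 10390 with 6 mM BA, a floor at the 75th percentile 10, 832, 8 and 2054, which follows from the number of dim probe sets each keeps. At 1 mM PPA and BA the pseudocount of 32 gave 37 and 35, signals raised to the floor 32 and 31, and the change call as well 33 and 39. With 1 mM BA the authors' deposited log ratios at 2-fold without a floor gave 4041, and detection in place of the floor, added later, 427. For the high doses, in the order of genes changed by both, by BA alone, by PPA alone and in opposite directions, no floor gave 2181, 2300, 870 and 151, and the 75th percentile 494, 894 and 121 for the first 3. Each probe set by itself gave 1508, 2633, 457 and 6. Genes in opposite directions numbered 5 with the spike-ins, 5 in the authors' deposited tables with separate controls and 1 with the median of a gene's probe sets, and PPA alone 153 with the 1 mM baselines. The percent of shared genes larger with BA was 68.3 with no floor, 82.5 with the 75th percentile, 68.1 with signals raised to the floor and 85.8 with the 1 mM baselines. In the same order r was 0.677, 0.838, 0.802 and 0.806, and 0.817 with the pseudocount and 0.821 with the median of probe sets. The catecholamine median with 10 mM PPA turned to -0.32 over members at the floor. With the median of probe sets Chrnb1 turned to 0.69 with 6 mM BA, RT1-Ba to -0.016 with 10 mM PPA, and Septin8 to -0.14 with 10 mM PPA and -0.64 with 6 mM BA. The cause was not tested. Spike-ins, signals raised to the floor, detection, separate controls and single probe sets were added after the values were seen. Only medians outside 95% of random lists and genes past 2-fold were counted as reversed, and of these no other turned: centring moved all 64 list medians and all 368 gene values and reversed 0. Smaller values did turn sign, as the antigen presentation median with 10 mM PPA, from 0.40 to -0.09 over members at the floor, the nicotinic receptor median with 6 mM BA, from 0.10 to -0.62, and Ddc with 6 mM BA, from -0.74 to 0.42 with the median of probe sets. Dim signals limit the counts: only 19.8% of probe sets below the floor were detected with vehicle.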

Differences from the paper's values

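The paper counts 421 genes with 1 mM BA at 2-fold and a p-value under its threshold, and the signals give 73 probe sets at 2-fold with a floor and no p-value. None of the 6 settings fixed before the data were examined comes within 1.5 times of the paper's count: no floor gives 5217, a floor at the 75th percentile 8, centred arrays 75, a pseudocount of 32 gives 35, the authors' deposited log ratios 4041 and the change call as well 39. Detection on either array in place of the floor gives 427, a setting chosen after seeing the values, and which of the paper's genes it drops cannot be counted, since their list is not given. The paper counts 21 shared genes in opposite directions, and the signals give 3. None of the settings fixed beforehand comes within 1.5 times of that count: no floor gives 151, a floor at the 75th percentile, centred arrays and the pseudocount give 2 each, the median of a gene's probe sets 1 and the 1 mM baselines 4. The paper counts 16 shared genes changed more by PPA, and the signals give 223. Here no floor gives 643, a floor at the 75th percentile 86, centred arrays 226, the pseudocount 181, the median of a gene's probe sets 215 and the 1 mM baselines 111, none within 1.5 times of the paper's count. The paper's methods speak of quantile-normalized data, and the deposited values are not normalized in that way.

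The folds that follow are ratios of signals, in the direction the paper gives, so that a value under 1 means the other direction. The paper's direction is named for each, and fold increases of the paper with a p-value are set against folds with a floor and no p-value. For Table 2, the values are as follows. The paper's fold decrease of Aldoa is 22.88 with 10 mM PPA and 142.7 with 6 mM BA, and the signals give 1.04 and 0.780. The paper's fold decrease of Ino80e is 22.8 with 10 mM PPA and 142.7 with 6 mM BA, and the signals give 1.09 and 1.12.

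For Table 3, the values are as follows. The paper's fold increase of Cgn with 6 mM BA is 2.26, and the signals give at least 3.82. The paper's fold increase of Fos with 6 mM BA is 2.2, and the signals give 3.33. The paper's fold decrease of Prkag2 with 10 mM PPA is 13.6, and the signals give 1.40.

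For Table 4, the values are as follows. The paper's fold increase of Spcs3 with 6 mM BA is 307.5, and the signals give 0.610. The paper's fold increase of Rgs2 with 6 mM BA is 10.4, and the signals give 3.13. The paper's fold decrease of Ncam1 with 10 mM PPA is 3.0, and the signals give 0.581. The paper's fold decrease of Habp4 with 10 mM PPA is 2.2, and the signals give 0.471. The paper's fold decrease of Brd2 with 10 mM PPA is 2.5 and its fold increase with 6 mM BA is 3.4, and the signals give 0.810 and 1.89. The paper's fold increase of Rgs3 with 6 mM BA is 2.9, and the signals give 0.575. The paper's fold increase of Nubp1 with 6 mM BA is 2.69, and the signals give 0.524. The paper's fold increase of Slit3 with 10 mM PPA is 3.3 and its fold decrease with 6 mM BA is 21.3, and the signals give 1.44 and 1.32. The paper's fold decrease of Loxl3 with 6 mM BA is 5.7, and the signals give 0.982. The paper's fold increase of Scamp1 with 10 mM PPA is 3.8 and its fold decrease with 6 mM BA is 3.98, and the signals give 1.11 and 1.27. The paper's fold decrease of Septin8 with 6 mM BA is 3.9, and the signals give 0.376. The paper's fold increase of Ptpa with 10 mM PPA is 2.44, and the signals give 0.589. The paper's fold increase of Irs2 with 10 mM PPA is 2.0, and the signals give 1.20. The paper's fold decrease of Rapgef5 with 6 mM BA is 3.3, and the signals give 1.81. The paper's fold decrease of Znfx1 with 6 mM BA is 3.06, and the signals give 0.363. The paper's fold increase of Jph3 with 10 mM PPA is 2.0, and the signals give 1.13. The paper's fold increase of Tcf4 with 10 mM PPA is 2.04 and its fold decrease with 6 mM BA is 2.31, and the signals give 1.13 and 1.39. The paper's fold increase of Ipo9 with 10 mM PPA is 2.09 and its fold decrease with 6 mM BA is 2.12, and the signals give 0.995 and 1.15. The paper's fold increase of Wnk2 with 10 mM PPA is 3.6 and its fold decrease with 6 mM BA is 2.1, and the signals give 1.39 and 1.01.

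For Table 5, the values are as follows. The paper's fold decrease of Dusp1 with 6 mM BA is 2.736, and the signals give 5.56.

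For Table 6, the values are as follows. The paper's fold decrease of Ddc with 10 mM PPA is 3.181, and the signals give 0.454. The paper's fold decrease of App is 3.049 with 10 mM PPA and 5.745 with 6 mM BA, and the signals give 0.927 and 0.895.

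For Table 7, the values are as follows. The paper's fold increase of Acat1 with 10 mM PPA is 2.003, and the signals give 1.13. The paper's fold decrease of Acat2 with 6 mM BA is 3.199, and the signals give 7.04. The paper's fold decrease of Mmut with 6 mM BA is 2.692, and the signals give 0.615. The paper's fold increase of Prkaa1 with 6 mM BA is 2.715, and the signals give 1.80. The paper's fold decrease of Gpd1 is 2.442 with 10 mM PPA and 9.572 with 6 mM BA, and the signals give 1.57 and 4.99. The paper's fold increase of Lipe is 2.238 with 10 mM PPA and 2.575 with 6 mM BA, and the signals give 1.06 and 1.62.

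For Table 8, the values are as follows. The paper's fold increase of Tjp1 with 6 mM BA is 2.687, and the signals give 1.61. The paper's fold increase of Plcb1 with 6 mM BA is 2.663, and the signals give 1.69. The paper's fold decrease of Src is 2.286 with 10 mM PPA and 5.815 with 6 mM BA, and the signals give 1.37 and 3.73. The paper's fold increase of Tubb2b with 10 mM PPA is 3.164, and the signals give 1.75. The paper's fold decrease of Grb2 with 6 mM BA is 3.034, and the signals give 0.595.

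For Table 10, the values are as follows. The paper's fold increase of Dmpk is 2.258 with 10 mM PPA and 3.018 with 6 mM BA, and the signals give 0.532 and 0.505. The paper's description of this entry also names the protein of DLGAP2, to which it gives the same folds. Which gene these folds belong to is therefore unclear. The paper's fold decrease of Nipbl with 10 mM PPA is 2.766, and the signals give 1.01. The paper's fold decrease of Kcnma1 with 10 mM PPA is 2.885, and the signals give 1.43. The paper's fold increase of Pip5k1b with 10 mM PPA is 2.328, and the signals give 1.33.

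For the Discussion, the values are as follows. The paper's fold increase of Map4k1 with 6 mM BA is 3.6, and the signals give 2.21. The paper's fold increase of Camkv is 3 with 10 mM PPA and 3 with 6 mM BA, and the signals give 1.89 and 1.34.

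Of the paper's folds 182 have a value here, and these 58 differ. Of the 182, 59 are bounds, and a bound in the paper's direction, up to 1.5 times the paper's fold, is not called different. A further 24 folds have no value, since both arrays are below the floor. Of the 58 folds, the settings fixed before the data were examined leave 8 no longer called different from the paper's. With the pseudocount of 32 these are Cgn with 6 mM BA, at 3.23, and Fos with 6 mM BA, at 3.12, and with centred arrays Fos again, at 3.17. With the median of a gene's probe sets they are Prkaa1 with 6 mM BA, at 2.06, Gpd1 at 1.85 with 10 mM PPA and 7.83 with 6 mM BA, Src at 1.83 with 10 mM PPA and at least 2.69 with 6 mM BA, and Camkv with 10 mM PPA, at 2.53. Centred arrays do so for Gpd1 with 10 mM PPA, at 1.75, and for Src, at 1.53 with 10 mM PPA and 3.92 with 6 mM BA. The other folds stay over 1.5 times apart from the paper's, or on the other side of 1, under each of these settings that gives a fold. The same settings make other folds newly different from the paper's. The paper's fold increase of Tppp3 with 6 mM BA is 4.2, and the pseudocount gives 2.53 and centred arrays 2.72. For the fold increase of Dipk2a with 6 mM BA, 4.539 in the paper, they give 3.00 and 2.97. For the fold decrease of Irs2 with 6 mM BA, 3.47 in the paper, the pseudocount gives 2.28. Centred arrays give 1.68 for the fold increase of Gch1 with 10 mM PPA, 2.671 in the paper, 1.45 for that of Ctnnb1 with 6 mM BA, 2.21 in the paper, and 1.30 for that of Camk2g with 10 mM PPA, 2.0 in the paper. The median of a gene's probe sets gives 1.97 and 1.35 for the fold decrease of Ccne2 with 10 mM PPA and 6 mM BA, 4.48 and 2.8 in the paper, 1.12 for that of Nubp1 with 10 mM PPA, 2.2 in the paper, 1.35 for that of Acot7 with 6 mM BA, 2.274 in the paper, and 0.906 for the fold increase of Septin8 with 10 mM PPA, 2.48 in the paper. In comparisons chosen after seeing the values, the authors' deposited log ratio of the same probe set is within 1.5 times of the paper's fold for 14, any probe set's signals for 12, any probe set's deposited ratio for 18, and any of these for 23. These 23 are, with 6 mM BA, Cgn, Fos, Rgs2, Septin8, Rapgef5, Tcf4, Ipo9, Wnk2, Dusp1, Acat2, Prkaa1, Gpd1, Tjp1, Plcb1, Src, Map4k1 and Camkv, and with 10 mM PPA, Gpd1, Src, Tubb2b, Nipbl, Kcnma1 and Camkv. How many of the paper's other folds these comparisons would lose was not counted.

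The paper states that BA exceeds PPA in the number of changed transcripts at both doses. At 1 mM the signals give 73 probe sets with BA and 102 with PPA, while the authors' deposited tables give 114 and 89. With the array software's change call as well as the fold, the signals give 39 with BA and 33 with PPA. The paper states that 1 mM PPA and BA raise Th, from Northern blots. On the arrays Th had log2 differences of -0.10 and -0.14 at 1 mM, and whether its signal with vehicle, 18670, would show a rise was not tested, with highest signals of 23101 on that array and 31927 on the 6 mM BA array. The list of catecholamine synthesis, storage and breakdown had medians of 0.00 with 1 mM PPA and 0.24 with 1 mM BA, at percentiles 52.7 and 99.97 of random lists. The paper's Table 1 gives changes of Penk, from Northern blots, and on the arrays Penk is below the floor in every condition. The paper's Table 1 gives Npy as raised by 6 mM BA, from Northern blots, and the arrays give -0.07 against vehicle and 1.9 in the authors' deposited table. The paper states that high doses lower Ddc, and with 10 mM PPA the arrays give 1.14, while the log2 ratio with 6 mM BA is -2.0 in the authors' deposited table. The paper states that PPA induces Gch1, and its Table 1 also gives this rise from Northern blots. On the arrays Gch1 had 0.91 with 10 mM PPA on its brightest probe set, under 2-fold, and 1.10 on the other. The paper lists Spcs3 as raised by BA, and the arrays give -0.71. The paper gives Aldoa the same folds as Pclaf, which fell on the arrays, and Ino80e nearly the same, while Aldoa had -0.05 with 10 mM PPA and Ino80e had -0.12. The paper lists Table 3 as genes changed more by PPA. Of its members that reach the floor, 7 had the larger difference with PPA, 1 of them, Bard1, with the same bound for both acids, and 5 with BA. The paper lists Table 4 as genes of opposite direction, and 8 of the 19 members that reach the floor had opposite signs, 1 of them, Rgs2, past 2-fold both ways.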

Other observations

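In this part no test was chosen only after the result was seen, apart from the counts from the authors' deposited table and the medians with dim signals raised to the floor, and the lists were fixed with the others. Genes of the endoplasmic reticulum stress response were lower at both high doses. Of 20 genes of the unfolded protein response, 9 fell and 1 rose with 10 mM PPA, and 11 fell and none rose with 6 mM BA. Creld2, a chaperone-like protein, fell with log2 differences of -1.94 and -1.37, Sdf2l1 with -1.17 and -2.14, and Hsp90b1, the chaperone GRP94, with -1.27 and -1.11. Xbp1, a transcription factor of this response, fell with -1.01 and -1.46. Chac1 rose with PPA at 1.12 and had 0.68 with BA. The log2 ratios with BA in the authors' deposited table were nearer to 0, at -0.4 for Creld2 and Hsp90b1, -0.9 for Sdf2l1 and -0.6 for Xbp1. At 1 mM the medians were -0.17 with PPA and -0.23 with BA, below all random lists, with no member past 2-fold. All 4 of these comparisons use the same vehicle array, so a high value of these genes on that array alone would also put the medians below 0. It would lower all 4 alike, so the smaller medians at 1 mM argue against it as the whole cause at the high doses. For the medians at 1 mM it stays open. Of 20 genes of cholesterol synthesis and uptake, 4 fell and 1 rose with PPA and 9 fell with BA. Cyp51, a demethylase of sterol synthesis, fell with -1.42 and -2.08, and Idi1, of isoprenoid synthesis, with -1.82 and -1.83, against -1.3 and -1.1 with BA in the authors' deposited table. The cholesterol median with PPA was -0.33, at percentile 0.47 of random lists.

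Of 22 genes of the neuronal cytoskeleton and neurite outgrowth, 4 rose and 5 fell with 10 mM PPA, and 3 rose and 7 fell with 6 mM BA. Nefl, the light neurofilament subunit, rose 8.33-fold and 10.8-fold, and Map2, a microtubule protein of dendrites, rose 2.78-fold and 5.77-fold. Stmn1, which takes microtubules apart, fell with -1.59 and -2.06, and Prph, the filament peripherin, had -0.45 with PPA and fell at -2.62 with BA. Their median was -0.02 with PPA and -0.54 with BA, at percentiles 46.0 and 0.20. Of 16 histone deacetylases and sirtuins, 1 rose with PPA and 3 rose with BA, and none fell. Hdac1 had 0.68 with PPA and rose at 1.28 with BA, Sirt4 rose at 1.17 and 1.35, and Sirt7 had 0.37 and rose at 1.31. Their medians were 0.30 and 0.14, at percentiles 94.9 and 69.6. Of 21 genes of antigen presentation and interferon response, 5 rose and 1 fell with PPA and 4 rose and 4 fell with BA. Icam1, an adhesion molecule, rose at least 1.88-fold and 3.00-fold, and Psmb8, of the immunoproteasome, fell with -1.19 and -2.39. The medians were 0.40 and 0.13, at percentiles 97.3 and 49.6. Over the members that reach the floor they were -0.09 and -0.20, and 0 with dim signals raised to the floor. At 2-fold with BA, 4 cytoskeleton genes were higher and 5 lower, 4 deacetylases were higher and none lower, and 4 antigen and interferon genes were higher and 3 lower in the authors' deposited table.

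Of 17 glycolysis genes 1 fell with PPA and 3 with BA, with medians of 0.09 and -0.28 at percentiles 83.7 and 6.14. Of 35 genes of oxidative phosphorylation none passed 2-fold with PPA, and 3 rose and 1 fell with BA, with medians of -0.08 and 0.21 at percentiles 21.5 and 91.8. Ndufa6, a subunit of complex I, had 0.96 with PPA and rose at 1.46 with BA. Of 8 genes of propionate breakdown none passed 2-fold with PPA and 1, Mmaa, rose with BA, at least 1.80-fold. Their medians were 0.44 and 0.70, at percentiles 94.3 and 96.8, and 0.22 and 0.51 with dim signals raised to the floor. With BA 1 glycolysis gene was at least 2-fold higher and 3 lower, 3 genes of oxidative phosphorylation were higher and 1 lower, and 3 of propionate breakdown were higher and none lower in the authors' deposited table. Of 17 GABA receptor subunits 1 rose with BA, and most were below the floor, with medians of 0.00 and 0.74 at percentiles 27.1 and 84.2. None of them has a change call with BA in the authors' deposited table. Of 17 germ cell genes 1 rose and 1 fell with PPA, and 3 rose and 1 fell with BA, with medians of 0.45 and 0.46 at percentiles 81.1 and 60.6, and of -0.26 with PPA over the members that reach the floor. Of these 17, 3 were at least 2-fold higher and none lower with BA in the authors' deposited table. Among them Tekt1, a tektin of cilia and sperm tails, rose at least 1.13-fold and 1.16-fold, and Prm2, a protamine, rose at least 1.37-fold with BA.

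Of markers of other cell types, Pmp22, a myelin protein, rose 4.15-fold with PPA and had 0.56 with BA, and the fibroblast marker Fbln1 fell with -1.34 and -2.04. Of 8 markers of Schwann cells and glia 1 rose with PPA and 1 fell with BA, with medians of 0.91 and 0.32, at percentiles 97.49 and 52.0. Of 10 fibroblast markers 1 fell with PPA and 2 with BA, with medians of 0.37 and -0.14 at percentiles 77.9 and 14.2. None of 10 macrophage markers and 7 endothelial markers reached the floor, and their medians were 0.81 and 0.63, at percentiles 92.9 and 69.3, and 0.15 and 0.49, at percentiles 44.5 and 54.9. Over the members that reach the floor the Schwann cell median with BA was -0.24 and the fibroblast median with PPA -0.74. With dim signals raised to the floor the medians of these 4 lists were 0. PC12 cells themselves express Thy1, a fibroblast and neuronal marker, at a signal of 10946 with vehicle.

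Between the doses, 42 genes passed 2-fold with both 1 mM and 10 mM PPA, 41 of them in the same direction, with r of 0.482. Both doses are set against the same vehicle array, and simulated unchanged arrays set against 1 control had r from 0.324 to 0.621. The simulated arrays had equal noise, while the differences at the high doses had a larger spread than those at 1 mM. These values of r are therefore not like for like. The covariance was 0.120 with PPA and 0.0361 with BA, against 0.0220 to 0.0549 in the simulation. With BA r was 0.105, and 19 genes passed at both 1 mM and 6 mM, 14 in the same direction and 5 in opposite directions, Casp6, Gap43, LOC100910973, Serpinf1 and Spp2. Spp2, a secreted phosphoprotein, rose 2.60-fold with 1 mM BA and fell at least 1.59-fold with 6 mM BA. Among the genes that rose from below the floor at both high doses, Rhox5, a homeobox gene, had signals of 25.1 with vehicle, 517 with PPA and 1238 with BA, and Tex101, a germ cell surface protein, had 72.1, 441 and 1150. These 2 and Spp2 were chosen after their values were seen.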
